# 6-Gingerol attenuates subarachnoid hemorrhage-induced early brain injury via GBP2/PI3K/AKT pathway in the rat model

**DOI:** 10.3389/fphar.2022.882121

**Published:** 2022-08-25

**Authors:** Hui Tang, Chuan Shao, Xiaoya Wang, Yi Cao, Zhou Li, Xiaoquan Luo, Xiang Yang, Yuekang Zhang

**Keywords:** subarachnoid hemorrhage, 6-gingerol, early brain injury, neuroprotection, GBP2/PI3K/AKT pathway

## Abstract

Numerous studies have elucidated the neuroprotective effect of 6-gingerol in central nervous system diseases. However, the potential role and mechanism of 6-gingerol on early brain injury (EBI) after subarachnoid hemorrhage (SAH) remains poorly understood. Here, we report that 6-gingerol exerts a neuroprotective effect on SAH-induced EBI through the GBP2/PI3K/AKT pathway. A SAH rat model was established by injecting femoral artery blood into the cisterna magna. 6-gingerol or vehicle was injected intraperitoneally 1 hour post-SAH induction. We found that the neurological function score and brain edema of SAH rats were significantly improved after 6-gingerol treatment, as well as neuronal apoptosis was attenuated in SAH rats by Nissl staining assay and TUNEL assay. To further explore potential molecular mechanisms associated with 6-gingerol, RNA sequencing was implemented to investigate the differences in transcriptomes between SAH rats with and without 6-gingerol treatment; and found that the expression of guanylate-binding protein 2 (GBP2) evidently was suppressed with 6-gingerol treatment compared to vehicle group. In addition, dual immunofluorescence was also employed to investigate changes in neurons, astrocytes, and microglia after 6-gingerol treatment. The results showed that GBP2 was expressed in neurons but not astrocytes or microglia. Western blotting analysis results demonstrated that the PI3K/AKT pathway was activated in the SAH rats treated with 6-gingerol. Furthermore, recombinant GBP2 protein and LY294002 (PI3K inhibitor) treatment reversed the effects of 6-gingerol treatment in SAH rats. These results indicate that 6-gingerol suppressed the expression of GBP2 to activate the PI3K/AKT pathway, improve neurologic outcomes, reduce brain edema and neuronal apoptosis. In summary, our findings suggest that 6-gingerol could attenuate EBI post-SAH in rats, and 6-gingerol may serve as a novel candidate neuroprotective drug for SAH-induced EBI.

## Introduction

Subarachnoid hemorrhage (SAH) is a common cerebrovascular disease that exhibits high morbidity and mortality rates (Chen et al., 2020), and mainly caused by the rupture of intracranial aneurysms. With the development of medical imaging, microsurgical and neurointerventional techniques, the mortality caused by a ruptured intracranial aneurysmal rebleed has been moderately reduced (Daou et al., 2019). However, blood components and secondary degradation products in the subarachnoid space cannot be removed quickly and effectively and evoke brain injury post-SAH. Thus, mortality and disability remain very high in SAH, which imposes a heavy burden on families and society (Suwatcharangkoon et al., 2016).

Early brain injury (EBI), which encompasses the entirety of brain injury occurring in the 72 h post-SAH, contributes to poor outcomes (Rass and Helbok, 2019; Neifert et al., 2021). Multiple factors at early stages post-SAH, including increased intracranial pressure, decreased cerebral perfusion, global ischemia, oxidative stress, microcirculatory failure and neuroinflammation, ultimately result in apoptotic neuronal cell death (van Lieshout et al., 2018; Rass and Helbok, 2019). Furthermore, it has been shown that excessive neuronal apoptosis leads to an unfavorable neurological prognosis. Therefore, inhibition of neuronal apoptosis is a crucial therapeutic strategy for neurological functional recovery post-SAH. Currently, however, effective drug treatment for SAH is still very limited.

6-gingerol is a natural compound extracted from ginger and has been reported to exhibit potent effects against oxidation, inflammation, apoptosis and cancer (Chen et al., 2018; de Lima et al., 2018; Zhang et al., 2018; Luo J. et al., 2021; Rezazadeh-Shojaee et al., 2021). Previous studies have confirmed that 6-gingerol ameliorates apoptosis under different experimental conditions in various cells and organs, such as hypoxia-induced cardiomyocytes (Zhang et al., 2019), myocardial ischemia/reperfusion injury (Lv et al., 2021), myocardial fibrosis (Han et al., 2020), osteoarthritis (Abusarah et al., 2017), renal damage (Hegazy et al., 2016) and atherosclerosis (Yang et al., 2020). In addition, 6-gingerol has excellent blood-brain barrier permeability, resulting in direct effects on brain tissue (Simon et al., 2020). Importantly, relevant studies have confirmed that 6-gingerol also exhibits neuroprotective effects against hypoxic-ischemic brain injury (Zhao et al., 2021), cerebral ischemia/reperfusion injury (Luo Y. et al., 2021), amnesia (Kim et al., 2018), acrylonitrile-induced brain damage (Farombi et al., 2018) and Alzheimer’s disease (Rezazadeh-Shojaee et al., 2021). However, the protective effects of 6-gingerol against EBI post-SAH remain unclear.

In this study, we investigated the neuroprotective effects and underlying mechanism employed by 6-gingerol against EBI post-SAH, and found that 6-gingerol inhibited neuronal apoptosis to improve neurological deficits in a SAH-induced EBI rat model. Moreover, we found that 6-gingerol activates the PI3K/AKT pathway via guanylate-binding protein 2 (GBP2) inhibition to suppress neuronal apoptosis in SAH rats. The current findings will provide a theoretical basis for potential therapeutic drugs, leading to new therapies for patients with post-SAH EBI.

## Materials and methods

### Animals

All animal experimental protocols were approved by the Ethics Committee of North Sichuan Medical College (Protocol No. 2021–57, Nanchong, China). Adult male Sprague-Dawley rats (250 ± 10 g) were purchased from Charles River Laboratories (Beijing, China) and housed in the Experimental Animal Center of North Sichuan Medical College (Nanchong, China). The rats were raised in a controlled environment (temperature: 23 ± 2°C, light/dark cycle: 7:30 a.m./7:30 p.m.) with free access to food and water.

### Experimental SAH model

The experimental SAH model was produced as previously described (Zhao et al., 2019). Briefly, after intraperitoneal anesthesia with pentobarbital (35 mg/kg), a syringe was inserted into the femoral artery under sterile procedures to withdraw blood. Then, the rats were rotated to the prone position and placed in a stereotactic frame. Approximately 0.20 ml blood was then slowly injected into the cisterna magna for 2 min under aseptic conditions, whereas 0.20 ml saline was used for the sham group. After injection, the rats were kept at a constant temperature of 30°C, in a heads-down position for 30 min and injected subcutaneously with 5 ml saline to prevent dehydration. After the operation, the rats were returned to their cages.

### Experimental design and drug administration

This experiment was divided into five parts (Supplementary Figure S1).

In experiment 1, to identify the role of 6-gingerol on SAH rat, 72 rats (a total of 64 rats were used, of which eight died after induction of SAH) were assigned randomly into four groups: sham, SAH + phosphate buffered saline (PBS), SAH + 6-gingerol (5 mg/kg) and SAH + 6-gingerol (10 mg/kg). 6-gingerol (Yuanye BioTechnology, Shanghai, China) was dissolved in PBS and injected intraperitoneally 1 h post-SAH induction. Neurological score (n = 6) and brain water content (n = 6) were determined and Nissl staining (n = 5), terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) staining (n = 6) and western blotting (n = 5) were carried out at 24 h post-SAH.

In experiment 2, to investigate the mechanisms of 6-gingerol under SAH conditions, eight rats (six rats were used, two rats died post-SAH) were assigned randomly into two groups: SAH + PBS and SAH + 6-gingerol (10 mg/kg) (n = 3/group) and RNA-sequencing was performed at 24 h post-SAH.

In experiment 3, to determine the expression pattern and distribution of GBP2 post-SAH, rats were randomly divided into sham group and SAH + PBS groups with different time points (6, 12, 24, 48 and 72 h). The brain tissues from each group were collected for western blot (n = 5). In addition, 40 rats were assigned randomly into four groups: sham, SAH + PBS, SAH + 6-gingerol (5 mg/kg) and SAH + 6-gingerol (10 mg/kg) group. Western blotting (n = 10, n = 5 in SAH + 6-gingerol (5 mg/kg) group) was conducted to detect GBP2 expression levels and immunofluorescence assays were performed to determine the specific location of GBP2 expression at 24 h post-SAH.

In experiment 4, to evaluate the relation between 6-gingerol and GBP2 in SAH rats, 1 μg rGBP2 (1μg/10 μL PBS) recombinant GBP2 (rGBP2) protein was injected intracerebroventricularly using a 25 μL micro-injection needle (Gaoge, Shanghai, China) 2 h post-SAH induction under anesthesia (coordinates: 1.5 mm behind the bregma and 1.0 mm lateral from the sagittal midline, 4 mm depth from the skull surface), the needle was left for at least 5 min and the burr hole was plugged immediately with bone wax to prevent the leakage from the injection after the administration, and 89 rats (80 rats were used, nine rats died post-SAH) were then randomly divided into sham, SAH + PBS, SAH + 6-gingerol (10 mg/kg) and SAH + 6-gingerol (10 mg/kg) + rGBP2 groups. Neurological score (n = 6) and brain water content (n = 6) were assessed, and western blotting (n = 5) and Nissl (n = 5) and TUNEL staining (n = 5) were performed at 24 h post-SAH.

In experiment 5, to identify whether 6-gingerol affected the PI3K/AKT pathway, LY294002, a selective inhibitor of PI3K signaling was introduced, and 64 rats (55 rats were used, nine rats died post-SAH) were randomly divided into sham, SAH + PBS group, SAH + 6-gingerol (10 mg/kg), SAH + 6-gingerol (10 mg/kg) + LY294002 and SAH + 6-gingerol (10 mg/kg) + DMSO groups (n = 11/group). Ten μL of LY294002 solution (50 mmol/L in 25% DMSO in PBS) was injected intracerebroventricularly (as mentioned in experiment 4) 30 min prior to SAH induction. Neurological score (n = 6) and brain water content (n = 6) were assessed, and western blotting (n = 5) was performed at 24 h post-SAH.

### Neurological score

The neurological performances of rats were evaluated at 24 h post-SAH by a blinded investigator using a 6-point scoring system (Wang et al., 2012). Three behavioral activity examinations, including appetite, activity and neurological deficits were used in the scoring methodology. Details on the scoring procedures are shown in Table 1.

**TABLE 1:** Neurobehavioral evaluation.

Category	Behavior	Score
Appetite	Finished meal	0
	Left meal unfinished	1
	Scarcely ate	2
Activity	Walk and reach at least three corners of the cage	0
	Walk with some stimulations	1
	Almost always lying down	2
Deficits	No deficits	0
	Unstable walk	1
	Impossible to walk	2

### Brain water content

At 24 h post-SAH, rats were anesthetized, and whole brain tissues were removed. Blood from the brain surface was gently blotted with filter paper, and the whole brains were immediately weighed (recorded as the wet weight). Then, the brains were dried for 72 h at 100°C and weighed again to obtain the dry weight. The percentage of brain water content was calculated as [(wet weight − dry weight)/wet weight] × 100%.

### TUNEL staining

TUNEL staining was carried out using the Cell Death Detection Kit (Roche, San Francisco, CA, United States) according to the manufacturer’s protocol. Briefly, the basal temporal lobes were paraffin-embedded and sectioned (5 μm). Subsequently, brain slides were deparaffinized, dehydrated and incubated with the TUNEL reaction mixture for 1 h at 37°C. Nuclei were stained with 4′,6-diamidino-2-phenylindole (DAPI) (Solarbio, Beijing, China) mounting medium after being washed three times with PBS at room temperature. Finally, the sections were observed by a fluorescence microscope (Leica, Oberkochen, Germany) and TUNEL-positive cells were counted by a researcher who was blind to the experimental groups.

### Nissl staining

Nissl staining was applied to measure neuronal loss in brain tissues as previously described. In brief, after being deparaffinized and hydrated, the basal temporal lobe sections were incubated with methyl violet staining solution for 20 min at 37°C and used Nissl differentiation to differentiate for 4–8 s, and were then dehydrated with graded alcohols and cleared in xylene. Images of stained brain sections were captured and analyzed under a light microscope (Leica) by a researcher who was blinded to the experimental conditions.

### Western blotting analysis

The basal temporal brain tissue was washed thoroughly with pre-cooled PBS to remove the blood. Weigh, smash and homogenate the tissue, total protein was extracted using protein lysis buffer (Beyotime, Shanghai, China) according to the ratio of 100 mg tissue to 1 ml buffer. Protein concentration was determined with a BCA kit (Solarbio, Beijing, China). The same amounts of total protein (30 ug) were separated by electrophoresis in 10–12% sodium dodecyl sulfonate-polyacrylamide gel and transferred to polyvinylidene difluoride membranes (Millipore, Billerica, MA, United States). Then, the membranes were blocked with 5% nonfat dry milk/TBST for 1 h at room temperature before being incubated with specific primary antibodies overnight at 4°C. The membranes were incubated with horseradish peroxidase-linked secondary antibodies for 1 h at room temperature. Finally, signals were detected by SuperSignal ECL (Millipore, Billerica, MA, United States). The relative quantity of proteins was analyzed by using ImageJ software (National Institutes of Health, Rockville, United States). The primary antibodies were as follows: anti-GBP2 (1:200, sc-271568, Santa Cruz), anti-bax (1:1,000, ab32503, Abcam), anti-bcl-2 (1:1,000, ab194583, Abcam), anti-caspase 8 (1:1,000, ab25901, Abcam), anti-PI3K (1:1,000, 4,292, CST), anti-p-PI3K (1:1,000, 4,228, CST), anti-AKT (1:1,000, 9,272, CST), anti-p-AKT (1:1,000, 4,060, CST) and anti-β-actin (1:5,000, AC026, ABclonal).

### RNA sequence

Total RNA was extracted from the designated detection site in the basal temporal lobes of rats either treated with 6-Gingerol (10 mg/kg) or control PBS using TRIZOL reagent (Invitrogen). RNA extraction, library preparation, RNA-seq, and bioinformatics analysis were performed at CapitalBio Technology Co., Ltd., (Beijing, China). Briefly, 2 μg of total RNA was isolated using the Qiagen RNeasy Kit (Qiagen, Valencia, CA, United States), and libraries were sequenced on the Illumina HiSeq2000 system (Illumina, San Diego, CA, United States). Sequence reads are analyzed with the STAR alignment-DESeq2 software pipeline described in the Data Explanation document. The list of differentially expressed genes from DESeq2 output was selected based on 10% adjusted *p*-value level and false discovery rate value of 0.10. Gene Ontology and KEGG pathway enrichment analysis were done using the DAVID bioinformatics resources portal. Three replicates for each group were sequenced. Differential expressed genes with log2 (fold change) > 1 and *p* < 0.05 were considered as significant.

### Immunofluorescence assay

Rats of each group were anesthetized and underwent perfusion with cold normal saline followed by 4% cold paraformaldehyde (PFA) to fix the tissue. Brains were removed and postfixed in 4% PFA for 24 h, dehydrated in 30% sucrose for 72 h and then cut the basal temporal lobes into serial 15 μm thick coronal sections using a cryo microtome (Leica). For immunofluorescence staining, the sections were incubated overnight at 4°C with the following primary antibodies: rabbit anti-NeuN (1:200; Abcam, United States), rabbit anti-GFAP (1:200; Abcam, United States), rabbit anti-Iba-1 (1:100; Abcam, United States) and mouse anti-GBP2 (1:50; Santa Cruz, United States). Next, the sections were incubated with fluorescence conjugated secondary antibodies for 1 h at room temperature before DAPI staining (zsbio, China). Fluorescence microscopy was adopted to observe and capture images (Leica).

### Statistical analysis

GraphPad Prism 8.0 (GraphPad Software, San Diego, CA, United States) was employed for statistical analysis. The neurological score was presented as the median ± the interquartile range, and the Mann-Whitney *U* test was used to compare differences among groups. Other data were presented as the mean ± standard deviation, the one-way ANOVA test was used to compare differences between multiple groups, and the Tukey post hoc test was used for intergroup comparisons. Statistical significance was accepted at *p* < 0.05.

## Results

### 6-Gingerol significantly improves neurologic function and reduces brain edema post-SAH

The chemical structure of 6-gingerol and representative brain images of sham and SAH rats are shown in Figure 1A and Figure 1B, respectively. The Mortality and excluded rat numbers per group are presented in Supplementary Table S1. To identify the effects of 6-gingerol on the neurological deficit and brain edema post-SAH, we assessed neurological scores in accordance with Table 1 and detected the brain water content, respectively, in rats at 24 h post-SAH. The results revealed that the neurological scores of 6-gingerol treatment SAH group significantly decreased compared with the SAH + PBS group (*p* < 0.05, Figure 1C). Moreover, brain edema test results showed that the brain water content of the SAH + 6-gingerol group clearly decreased compared with the SAH + PBS group (*p* < 0.05, Figure 1D). Brain edema and neurological deficit are mainly responsible for poor outcomes in post-SAH EBI. Thus, our results indicate that 6-gingerol may exert a protective effect in post-SAH EBI.

**FIGURE 1:**
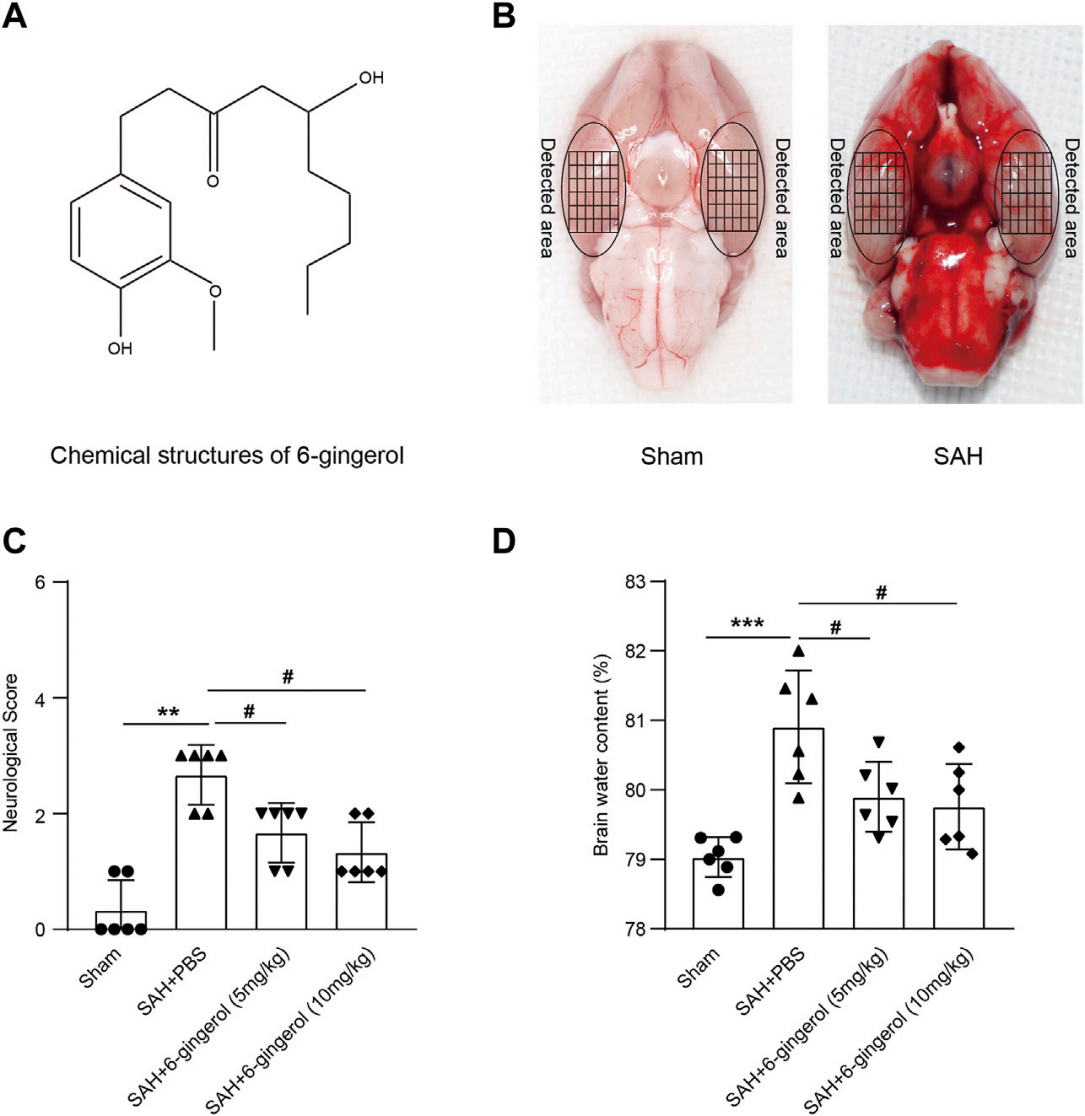
6-gingerol improves neurologic function and reduces brain edema in SAH rats. **(A)** The chemical structure of 6-gingerol. **(B)** Representative images of the SAH rat brain and the sham rat brain. **(C)** Quantitative analysis of neurological scores, n = 6, Mann-Whitney *U* test was used. **(D)** Quantitative analysis of brain water content, n = 6, One-way ANOVA was used followed by Tukey’s post hoc test. ^**^ *p* < 0.01, ^***^ *p* < 0.001 vs sham group; ^#^ *p* < 0.05 vs SAH + PBS group.

### 6-Gingerol significantly suppresses neuronal apoptosis post-SAH

We next determined the effects of 6-gingerol on neuronal apoptosis. Nissl staining revealed that the SAH + PBS group had fewer viable neurons than the sham group (*p* < 0.001), while an increased number of viable neurons was observed in the SAH + 6-gingerol group (*p* < 0.001 for each, Figures 2A,B). Additionally, TUNEL staining results demonstrated that rats subject to SAH exerted more frequent cell apoptosis compared with the sham group (*p* < 0.001), while 6-gingerol administration dramatically brought down the apoptotic ratio in rat brain post-SAH (*p* < 0.001 for each, Figures 2C,D). Furthermore, we conducted western blotting analysis to evaluate apoptosis markers. Compared with the SAH + PBS group, caspase 8 and bax protein expression was significantly reduced in the SAH + 6-gingerol group, while bcl-2 protein expression was increased in the SAH + 6-gingerol group (*p* < 0.05 for each, Figures 2E,F). Collectively, these data indicate that 6-gingerol treatment has a significant anti-apoptotic effect on neuronal cells of rats post-SAH.

**FIGURE 2:**
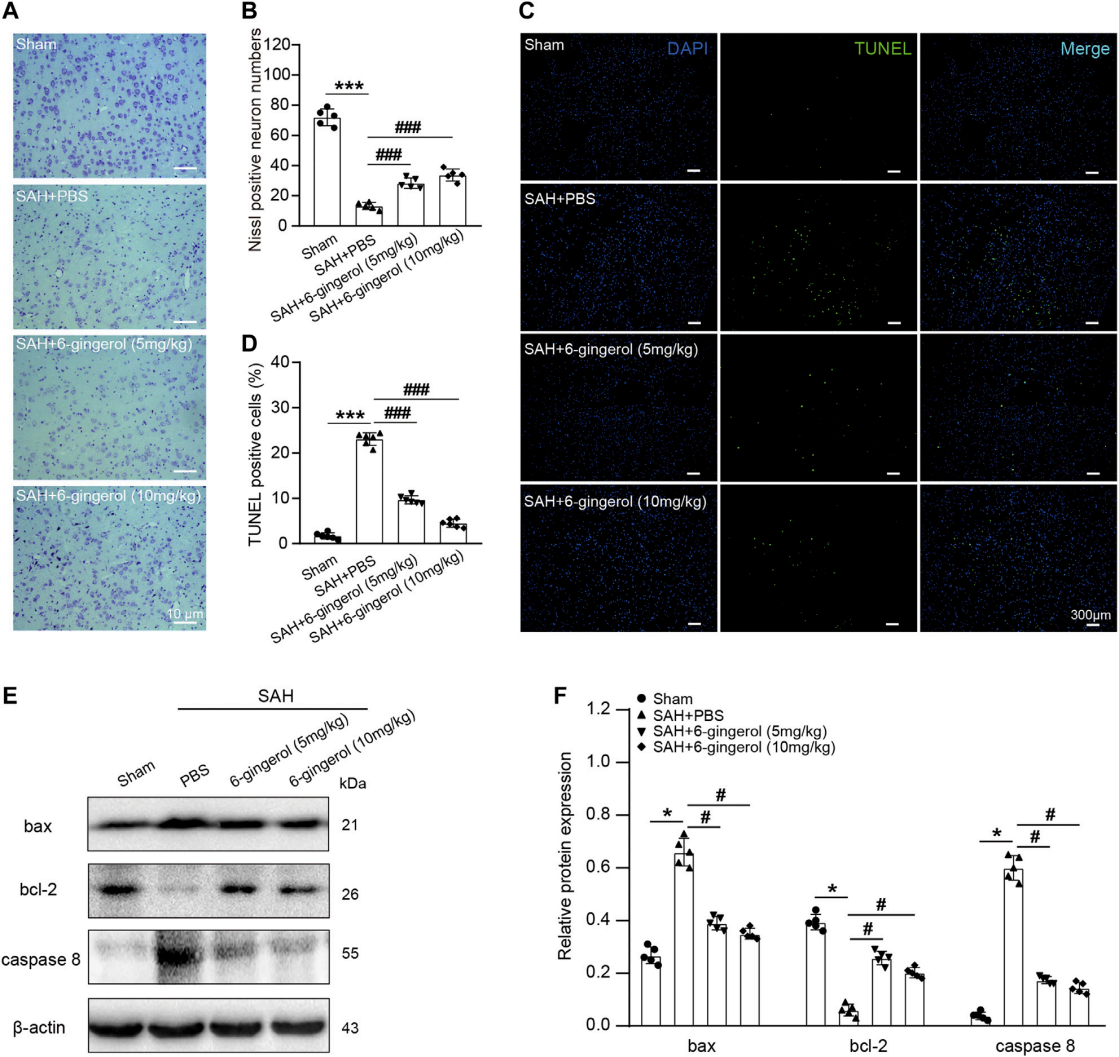
6-gingerol alleviates neuronal apoptosis in SAH rats. **(A)** Representative images of Nissl staining. Scale bar = 10 μm. **(B)** Quantitative analysis of Nissl-positive neuron numbers, n = 5. One-way ANOVA was used followed by Tukey’s post hoc test. **(C)** Representative images of TUNEL staining. Scale bar = 300 μm. **(D)** Quantitative analysis of TUNEL-positive cells, n = 6. One-way ANOVA was used followed by Tukey’s post hoc test. **(E)** Bax, bcl-2 and caspase 8 protein expression were detected by western blot, n = 5. **(F)** Quantitative western blot. One-way ANOVA was used followed by Tukey’s post hoc test. ^*^ *p* < 0.05, ^***^ *p* < 0.001 vs sham group; ^#^ *p* < 0.05, ^###^ *p* < 0.001 vs SAH + PBS group.

### 6-Gingerol inhibits GBP2 expression post-SAH

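The transcriptomes were read from the basal temporal lobe of 3 rats of the SAH + 6-gingerol group (10 mg/kg) and 3 rats of the SAH + PBS group, taken 24 h post-SAH, with 1 library per rat. SAH is subarachnoid hemorrhage, bleeding into the space around the brain, and PBS is the saline vehicle. No library from sham rats was analysed here, so each value compares treated with untreated SAH rats. The deposited tables hold counts and FPKM for 22396 genes with Ensembl gene identifiers. The submitters' processing notes name the rat genome build Rnor_6.0, HISAT2 2.1.0, StringTie 1.3.3b and limma, whereas the methods of the paper name STAR and DESeq2, and the read counter and strand setting are not given in the sources used here. The table columns call the SAH + 6-gingerol libraries Control, and the sample titles give the treatment beside that word. The total counts were 65545782, 66761380 and 62762808 in the SAH + 6-gingerol rats and 65606360, 64053899 and 65069522 in the SAH + PBS rats, so depth differed little between the groups. The deposited FPKM followed from the counts with 1 length per gene, which deviated by at most 0.0168% between libraries over 15432 genes with at least 50 counts, so the FPKM table is not a separate measurement. Counts were compared with edgeR's quasi-likelihood test after TMM normalization over the 17096 genes that passed its expression filter, with Benjamini-Hochberg adjustment and log2 fold changes as SAH + 6-gingerol over SAH + PBS. Data were simulated for this comparison, with the same dispersion per gene in both groups and genes drawn independently. Only genes with a mean of at least 1 CPM were changed. At an adjusted p under 0.05 the test called 73.4% of genes changed 4-fold and 14.1% of genes changed 2-fold. It called 0.035% of unchanged genes, over 16785 to 16820 genes. Neither an outlying rat nor correlated genes were simulated, so these shares may not hold for these libraries. SAH + PBS replicate 2 stood apart, with 21.5% of genes more than 2-fold from the mean of the other 2 SAH + PBS rats, against 6.05% to 12.2% for the other 5 libraries against their own groups.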

To further explore the molecular mechanism of 6-gingerol in SAH rat, we performed an RNA-sequencing approach to compare the transcriptomes of rats in the SAH + 6-gingerol group and those in the SAH + PBS group. 

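Some transcripts of reactive astrocytes and of complement had lower counts in the SAH + 6-gingerol rats and some neuronal transcripts higher counts, but those given next did not pass the correction over all genes (adjusted p from 0.181 to 0.289 in edgeR). All 5 passed in edgeR without SAH + PBS replicate 2 (adjusted p from 0.011 to 0.0323) and in DESeq2 (adjusted p from 5.6e-12 to 2e-07). Each of the 5 failed in 16 of 19 alternative settings and passed in 3. Gfap, the intermediate filament of astrocytes, had 431 ± 113 CPM (SD, n = 3) with 6-gingerol and 2904 ± 1302 CPM (SD, n = 3) with PBS. Complement C3 had 9.11 ± 1.20 CPM against 34.0 ± 7.43 CPM, and C1qb, a chain of complement C1q, had 28.8 ± 2.60 CPM against 104 ± 31.2 CPM (SD, n = 3 each). In the other direction Camk4, a calcium-dependent kinase of neurons, had 72.6 ± 8.23 CPM against 27.8 ± 5.84 CPM, and Rph3a, a synaptic vesicle protein, had 262 ± 23.3 CPM against 131 ± 9.84 CPM (SD, n = 3 each). In each of these genes the 3 rats of one group did not overlap those of the other. Chance gives this for 10% of genes on average, and it was seen for 27.2%, or 4648 genes. Genes vary together, so the excess over that average does not give the number of genes changed.
The paper's limits were a p under 0.05 and a change of more than 2-fold. Its methods also name an adjusted p of 0.10 for the DESeq2 output. They do not state whether the p under 0.05 was adjusted, and it was taken here as unadjusted. At a p under 0.05 and the 2-fold limit, called the paper's limits below, edgeR gave 125 higher and 802 lower genes. At an unadjusted p under 0.05 alone there were 2381 genes, where chance gives about 854.8 on average. As genes vary together, that excess does not give the number of genes changed either. At an adjusted p under 0.05, 3 genes passed. These were LOC103692166, Rmnd5b and a gene model named Rps27a. LOC103692166 (chromosome 4 of Rnor_6.0, 113981653 to 113988246) was listed at 0 in all SAH + PBS rats and had 29.4 ± 1.22 CPM with 6-gingerol (SD, n = 3), at least 1987-fold higher against a floor of 3 counts over the group (adjusted p = 0.0076 from edgeR). It overlaps Rtkn on the opposite strand, from which its reads cannot be told apart here. Rmnd5b (chromosome 10, 37073345 to 37084637) was listed at 0 in all SAH + 6-gingerol rats and had 16.7 ± 1.13 CPM with PBS, at least 1040-fold lower with 6-gingerol on the same floor (adjusted p = 0.0113 from edgeR). LOC103692166 and Rmnd5b, like Miip and LOC108348055 below, belong to 162 genes listed at 0 in some libraries and well counted in others. Such zeros also fell within groups, so they may not be a lack of expression. The fold bounds of these genes cover counting error only. The Rps27a model on chromosome 14 (113966611 to 113968268) fell by 1.82 on the log2 scale (standard error 0.14, adjusted p = 0.0439 from edgeR), while a model of the same name on chromosome 5, which may share its reads, had a log2 fold change of 1.51 (adjusted p = 0.347). With the 2 summed the log2 fold change was -0.32 (adjusted p = 0.432).
The next genes by p, all without overlap between the groups, failed the correction. On the lower side they were Anxa3 (log2 fold change -1.30), C3 (-1.90), C1qb (-1.85), LOC108348055 (listed at 0 in all SAH + 6-gingerol rats, at least 303-fold lower), Nrp1 (-0.73), Gfap (-2.75), LOC299282 (-11.41, from 337 ± 428 CPM with PBS to 0.121 CPM) and C1qa (-1.29), with adjusted p from 0.181 to 0.293 in edgeR. On the higher side they were Miip (listed at 0 in all SAH + PBS rats, at least 203-fold higher), Rph3a (1.00), Camk4 (1.38), Sptssb (1.18), Cyp26b1 (1.23), Qrfpr (1.99), Gpr153 (1.19), Car10 (1.06) and Rasgef1c (0.77), with adjusted p from 0.114 to 0.327 in edgeR. Without SAH + PBS replicate 2 the test called 91 genes at an adjusted p under 0.05, 29 higher and 62 lower, and 138 higher and 422 lower genes met the paper's limits. No gene passed without SAH + 6-gingerol replicate 2 or 3, or with a filter of 1 CPM in every rat. The same held with the replicate number as a block and without the genes listed at 0 in some libraries. DESeq2, the tool of the paper's methods, called 663 genes at an adjusted p under 0.05, 159 higher and 504 lower. In simulated data with 200 genes changed per run, 34.4% of DESeq2's calls and 6.28% of edgeR's calls at that limit were of unchanged genes. These shares depend on the number of genes changed and on the dispersions, which came from edgeR's fit. They are therefore not the shares of false calls in the real data. DESeq2 called unchanged genes more often there, which limits what its calls show, both above and in the passages below.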

As shown in Figure 3A, 566 genes were differentially expressed at levels greater than two-fold following 6-gingerol treatment, including 305 genes up-regulated and 261 down-regulated genes. Among the down-regulated genes, *GBP2* was expressed at the lowest levels in rats of the SAH + 6-gingerol group (Figure 3B).

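Gbp2, a guanylate-binding protein induced by interferon, was lower in each of the 3 SAH + 6-gingerol rats than in any SAH + PBS rat. The gene lies on the plus strand of chromosome 2 of Rnor_6.0 from 248276709 to 248293784. It had 8.12, 6.40 and 6.89 CPM in the SAH + 6-gingerol rats and 22.8, 73.4 and 14.6 CPM in the SAH + PBS rats, or 7.14 ± 0.888 against 36.9 ± 31.8 CPM (SD, n = 3 each). The log2 fold change was -2.37 (standard error 0.60, adjusted p = 0.34 from edgeR), and the 2-sided exact permutation test gave p = 0.1, the smallest that 3 rats against 3 allow. SAH + PBS replicate 2 was 3.93 times the mean of the other 2 SAH + PBS rats. Without it the ratio of the group means, SAH + PBS over SAH + 6-gingerol, went from 5.17 to 2.62, and the log2 fold change was -1.39. With DESeq2 the log2 fold change of -2.36 passed the correction (adjusted p = 0.00124).
Of the 802 lower genes at the paper's limits, 625 had a lower mean CPM than Gbp2 in the SAH + 6-gingerol rats. Gbp2 was number 248 of the 802 by log2 fold change, counted from the most negative, and number 180 by p. Mean CPM takes no account of gene length, and places by FPKM were not computed. Among the 10 lower genes of the paper's heatmap (Fig. 3B), which the study chose on these samples and which are not independent evidence, Gbp2 was number 7 by mean CPM with 6-gingerol, counted from the lowest, and number 9 by log2 fold change. The other log2 fold changes in that set were Hspb1 -5.88, Mmp9 -3.91, Sypl2 -2.97, Trpv4 -2.93, Cdkn1a -2.83, Gfap -2.75, Trim47 -2.58, Mcm5 -2.41 and Lims1 -0.96. Of these 10, 10 were lower in edgeR when adjusted over the list alone and none over all genes, where DESeq2 called 9. Other members of the family on the same stretch of chromosome 2, which may share reads with Gbp2, had log2 fold changes of -2.17 (Gbp7), -1.72 (Gbp5) and -1.38 (Gbp4), with adjusted p from 0.334 to 0.347 in edgeR. Gbp6, on chromosome 14, had -1.10 (adjusted p = 0.455) and overlapped between the groups.

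**Figure D1:**
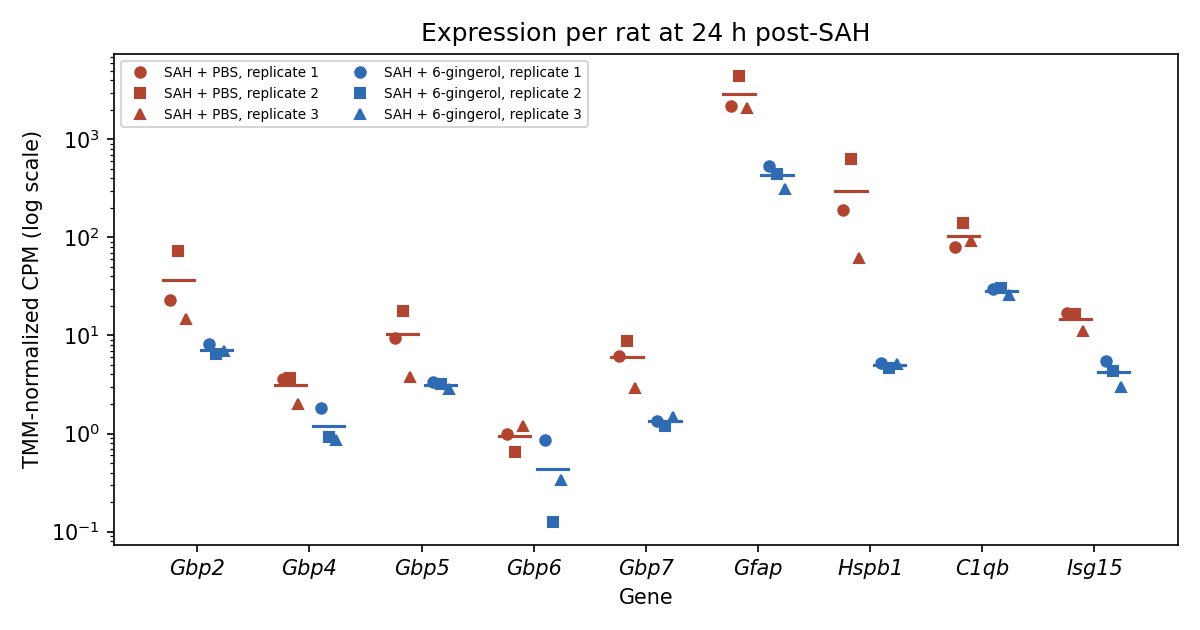
TMM-normalized CPM on a log scale in each of the 3 SAH + PBS rats (red) and 3 SAH + 6-gingerol rats (blue) at 24 h post-SAH; symbols mark the replicate and lines the group means. Gbp2 lies between 14.6 and 73.4 CPM with PBS and between 6.40 and 8.12 CPM with 6-gingerol.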

**FIGURE 3:**
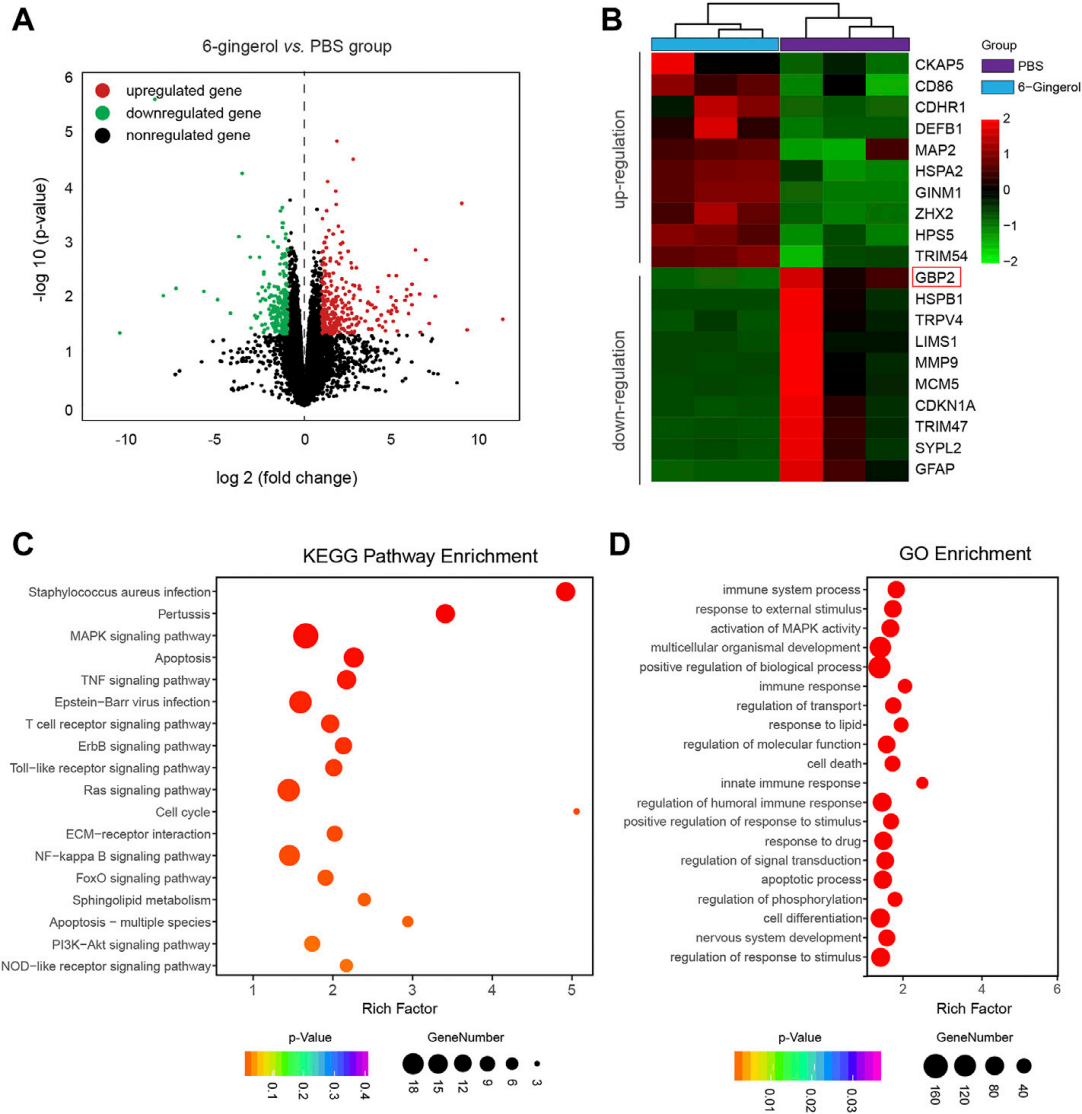
The transcriptomes of SAH + 6-gingerol rats and SAH + PBS rats. **(A)** The volcano map displays differentially expressed genes in SAH rats with or without 6-gingerol treatment (*p* < 0.05, log(fold change) > 1). Red and green represent upregulated and downregulated genes, respectively, and black represents nonregulated genes. **(B)** The heatmap shows the list of genes with the most significant differences between SAH + 6-gingerol rats and SAH + PBS rats. The color key from green to red represents the log2 from low to high expression. **(C)** KEGG enrichment analysis. The *y*-axis and *x*-axis indicate pathway name and rich factor, respectively. The sizes and colors of bubbles represent the gene number and enrichment *p*-value in the corresponding pathway, respectively. **(D)** GO enrichment analysis. The sizes and colors of bubbles indicate the enriched genes number and adjusted *p*-value, respectively.

Next, the genes whose expression was down-regulated more than two-fold were selected to analyze pathway enrichment to identify the function of 6-gingerol in SAH rats. Kyoto Encyclopedia of Genes and Genomes (KEGG) and gene ontology (GO) enrichment analyses results showed that cell apoptosis and immune response had a high correlation 6-gingerol treatment (Figures 3C,D). 

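Most measured genes of the immune response had lower counts with 6-gingerol, but none of their lists passed as a set with an estimated correlation. Of 61 measured genes of the interferon response, including guanylate-binding proteins, 59 had a negative log2 fold change, with a median of -1.24, and 47 were lower when adjusted over the list alone. Among them were Isg15, a ubiquitin-like modifier (-1.79), Ifit3, an antiviral protein (-2.22), Gbp7 (-2.17) and Isg20, an exonuclease (-1.88). All 43 measured inflammatory cytokines and NF-kB targets had a negative log2 fold change, with a median of -2.03, and 6 were lower adjusted over the list alone, with Cebpd (-3.58), Socs3 (-5.18), Nfkbiz (-2.50) and Bcl3 (-3.96) at the smallest p. Of 26 complement and Fc receptor genes 24 had a negative value, with a median of -1.49, and 12 were lower adjusted over the list alone. C1qc had 18.4 ± 1.84 CPM with 6-gingerol and 75.8 ± 30.7 CPM with PBS (SD, n = 3 each). Of 21 genes of antigen presentation 18 had a negative value, with a median of -1.12, and 3 were lower adjusted over the list alone: RT1-DMa (-1.25), Nlrc5 (-2.13) and Tap1 (-1.82). No gene of these lists passed an adjusted p under 0.05 over all genes in edgeR, while DESeq2 called 31 interferon, 17 inflammatory and 11 complement genes lower. Leaving out SAH + PBS replicate 2, edgeR called C1qa, C1qb, C1qc, C3, Fcgr3a, Cebpd, Il4r and Ifitm3 of these lists lower (adjusted p from 0.0109 to 0.0373). Without SAH + PBS replicate 2 the medians were -0.89 (interferon), -0.74 (inflammatory), -0.81 (complement) and -0.58 (antigen presentation). Cell type markers had medians of 0.54 for neurons, -1.98 for choroid plexus and ependyma, -2.01 for neutrophils, -0.80 for blood-borne and border macrophages and -0.17 for microglia; those of choroid plexus and ependyma and of neutrophils were all negative. These medians were 0.31, -2.03, -1.27, -0.24 and -0.0128 in the same order without SAH + PBS replicate 2, while the choroid plexus and ependyma markers of that rat lay at -0.15 against the SAH + 6-gingerol mean.
Of 41 apoptosis genes 32 had a negative log2 fold change, with a median of -0.58, which was -0.0772 without SAH + PBS replicate 2. None passed either adjustment in edgeR, where 11 had an unadjusted p under 0.05 and a decrease of more than 2-fold and DESeq2 called 4. Those of smallest p were Birc3, an inhibitor of apoptosis (-3.76), the TNF receptor Tnfrsf1a (-2.07), the stress gene Gadd45b (-2.46) and the protease Ctsc (-1.74). In SAH + PBS replicate 2 Birc3 had 25.2 CPM, against 3.53 and 2.85 CPM in the other 2 SAH + PBS rats.
As sets in camera with a preset correlation of 0.01, the lists passed with adjusted p of 7.7e-28 (interferon), 3.8e-14 (inflammatory), 6.1e-13 (complement), 9.4e-07 (antigen presentation) and 0.0026 (apoptosis). None held with an estimated correlation, at adjusted p = 0.346, 0.433, 0.346, 0.433 and 0.445 in the same order. That version of camera passed 0 of 38 lists. Even the 10 lower heatmap genes, chosen on these samples, had an adjusted p of 0.346 in it. It therefore does not tell the immune lists from the others, and it was run only with all rats kept. Among the 802 lower genes, Fisher's exact test gave odds ratios of 32.8 for interferon (37 genes, adjusted p = 2.4e-32), 32.1 for inflammatory (26 genes, adjusted p = 7.2e-23) and 7.54 for apoptosis genes (11 genes, adjusted p = 6.8e-06), taking genes as independent, which they are not. The odds ratio of apoptosis genes without SAH + PBS replicate 2 was 2.06 (adjusted p = 0.476), that of inflammatory genes 14.1 (11 genes, adjusted p = 3.3e-08) and that of interferon genes 27.5 (24 genes, adjusted p = 9.3e-22). Leaving out SAH + 6-gingerol replicate 1, 2 or 3 also ended the enrichment of apoptosis genes, at odds ratios of 2.43, 2.64 and 2.66. From its KEGG and GO enrichments the paper concludes that apoptosis and the immune response were tied to 6-gingerol treatment.

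**Figure D2:**
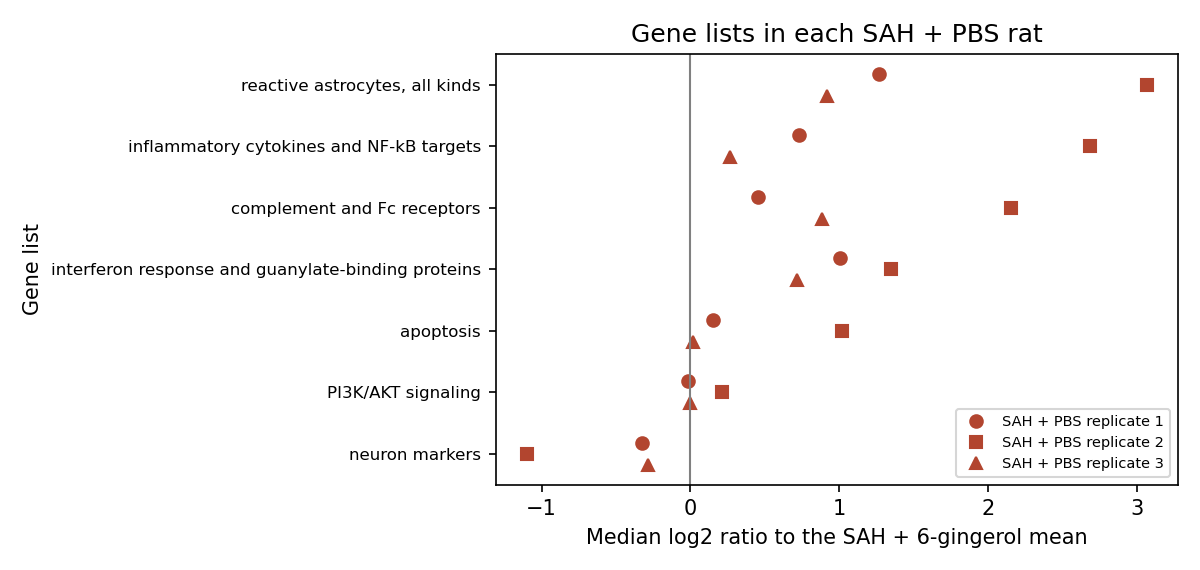
Median log2 ratio of the genes of 7 lists in each SAH + PBS rat to the mean of the 3 SAH + 6-gingerol rats; symbols mark the replicate and the grey line at 0 marks equal levels. Apoptosis genes lie at 0.15, 1.02 and 0.02 in SAH + PBS replicates 1, 2 and 3, and interferon genes at 1.01, 1.35 and 0.71.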

Then, we performed immunoblot analysis to detect the GBP2 expression in SAH rats, and the results revealed that GBP2 protein expression significantly increased and reached a peak at 24 h post-SAH (*p* < 0.05 for each, Figure 4A). Moreover, western blotting showed that GBP2 expression was down-regulated in SAH rats treated with 6-gingerol (*p* < 0.001, Figure 4B). The immunofluorescence staining showed that neuron number was reduced in SAH + PBS group compared with the sham group rat, while the neuron number in SAH + 6-gingerol group rats exceeded compared with the SAH + PBS group; the number of microglia increased in SAH + PBS group rats compared with sham group, and number of microglia in SAH + 6-gingerol group rats was less than SAH + PBS group. However, the number of astrocytes was not different among the groups (Supplementary Figure S2). To investigate the role of GBP2 in neurons and microglia, double immunofluorescence staining for GBP2 and NeuN and GBP2 and Iba-1, respectively, were performed. The data revealed that GBP2 expression significantly increased in SAH rats compared with controls, while it obviously decreased 6-gingerol treated rats compared with SAH rats. In addition, we found extensive GBP2/NeuN co-localization (Figure 4C). Unexpectedly, we observed little GBP2/Iba-1 co-localization (Figure 4D). Collectively, these data indicate that 6-gingerol can inhibit GBP2 expression post-SAH, and that GBP2 may directly mediate the function of neurons.

**FIGURE 4:**
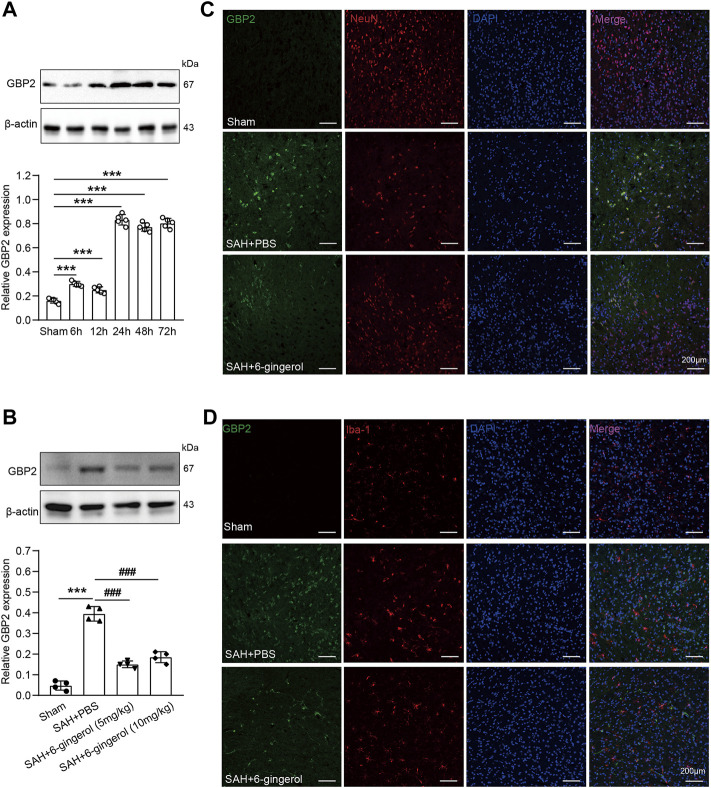
6-gingerol inhibits GBP2 expression in SAH rats. **(A)** GBP2 protein expression was determined by immunoblot at preset times post-SAH and quantitative western blot, n = 5. One-way ANOVA was used followed by Tukey’s post hoc test. **(B)** GBP2 protein expression was evaluated by western blotting in sham, SAH + PBS, SAH + 6-gingerol (5 mg/kg) and SAH + 6-gingerol (10 mg/kg) rats, and quantitative western blot, n = 4. One-way ANOVA was used followed by Tukey’s post hoc test. **(C)** Representative images of GBP2/NeuN immunofluorescence staining of brain sections from rats in the sham, SAH + PBS and SAH + 6-gingerol groups. Scale bar = 200 μm. **(D)** Representative images of GBP2/Iba-1 immunofluorescence staining of brain sections from rats in the sham, SAH + PBS and SAH + 6-gingerol groups. Scale bar = 200 μm ^***^ *p* < 0.001 vs sham group; ^###^ *p* < 0.001 vs SAH + PBS group.

### 6-Gingerol inhibits GBP2-mediated neuronal apoptosis post-SAH

To investigate whether GBP2 mediates neuronal apoptosis in SAH rats treated with 6-gingerol, rGBP2 was intracerebroventricularly injected 2 h post-SAH. Western blotting analysis showed that GBP2 protein expression significantly increased in the SAH + 6-gingerol + rGBP2 group compared with the SAH + 6-gingerol group (Figure 5A). Next, neurological scores and brain water content detection were performed, and the data revealed that the scores and brain water content of the SAH + 6-gingerol + rGBP2 group significantly increased compared with the SAH + 6-gingerol group (*p* < 0.01 for each, Figures 5B,C). Furthermore, Nissl and TUNEL staining results showed that the total number of neurons and apoptotic cells significantly decreased and increased in SAH + 6-gingerol + rGBP2 rats compared with SAH + 6-gingerol rats, respectively (*p* < 0.001 for each, Figures 5D–G). Immunoblot analysis demonstrated that bax and caspase 8 protein expression were significantly up-regulated, while bcl-2 was down-regulated in the SAH + 6-gingerol + rGBP2 group (*p* < 0.05 for each, Figures 5H,I). Taken together, these data suggest that 6-gingerol inhibits GBP2-mediated neuronal apoptosis to improve neurologic function and reduce brain edema post-SAH.

**FIGURE 5:**
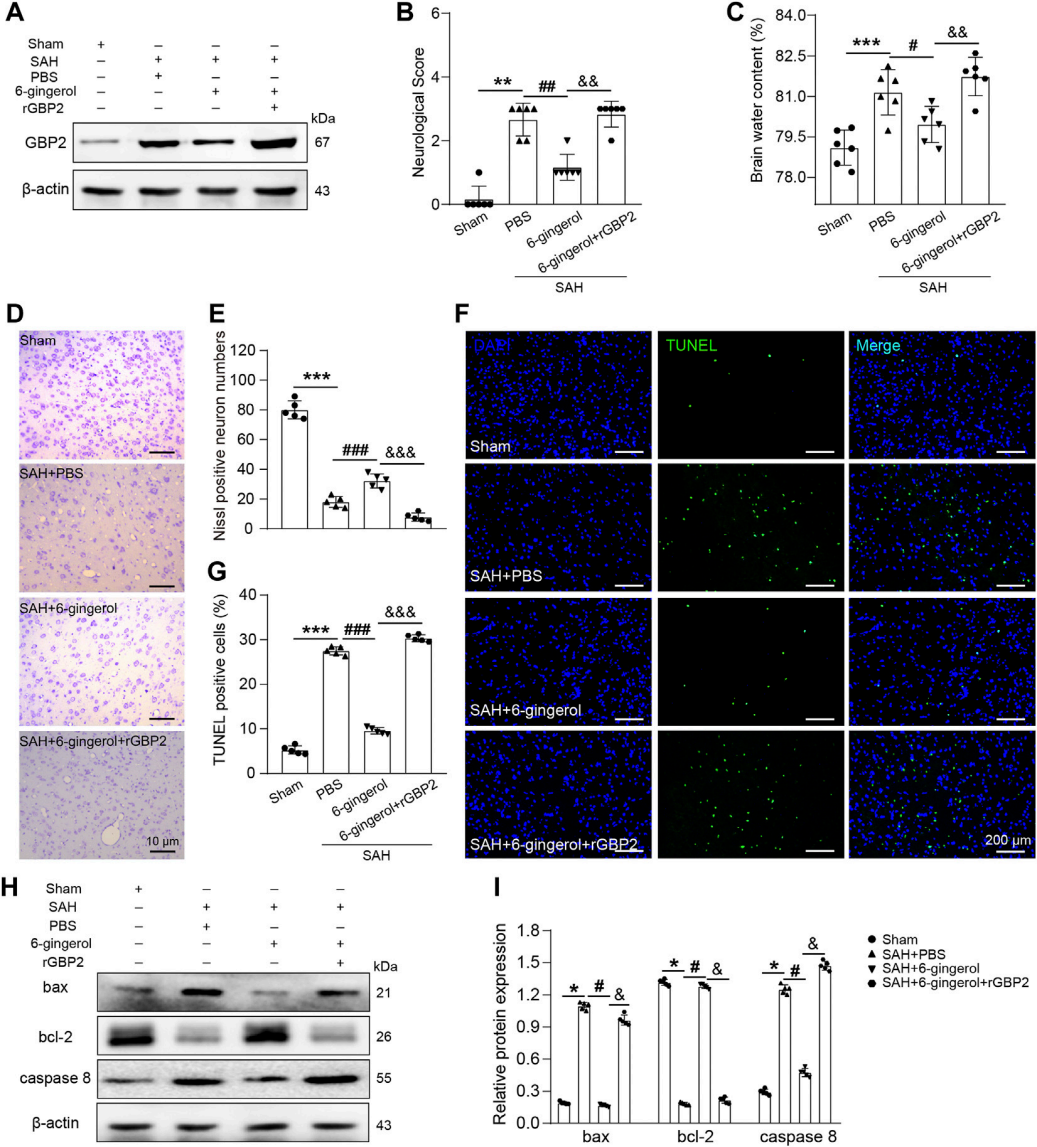
6-gingerol inhibits GBP2-mediated neuronal apoptosis in SAH rats. **(A)** GBP2 protein expression was detected by western blotting in rats of the sham, SAH + PBS, SAH + 6-gingerol and SAH + 6-gingerol + rGBP2 groups. **(B)** Quantitative analysis of neurological scores, n = 6, Mann-Whitney *U* test was used. **(C)** Quantitative analysis of brain water content, n = 6. One-way ANOVA was used followed by Tukey’s post hoc test. **(D)** Representative images of Nissl staining. Scale bar = 10 μm. **(E)** Quantitative analysis of Nissl-positive neuron numbers, n = 5. One-way ANOVA was used followed by Tukey’s post hoc test. **(F)** Representative images of TUNEL staining. Scale bar = 200 μm. **(G)** Quantitative analysis of TUNEL-positive cells, n = 5. One-way ANOVA was used followed by Tukey’s post hoc test. **(H)** Bax, bcl-2 and caspase 8 protein expression were evaluated by western blotting. **(I)** Quantitative western blot, n = 5. One-way ANOVA was used followed by Tukey’s post hoc test. ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001 vs sham group; ^#^ *p* < 0.05, ^##^ *p* < 0.01, ^###^ *p* < 0.001 vs SAH + PBS group; ^&^ *p* < 0.05, ^and&^ *p* < 0.01, ^andand&^ *p* < 0.001 vs SAH + 6-gingerol group.

### 6-Gingerol inhibits GBP2-mediated neuronal apoptosis by activating the PI3K/AKT signaling post-SAH

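Genes of PI3K/AKT signaling went both ways between the SAH + 6-gingerol and SAH + PBS rats. Of 66 measured genes 40 had a negative and 26 a positive log2 fold change, with a median of -0.11 and a mean of -0.41. The median was 0.0554 without SAH + PBS replicate 2. None passed the correction over all genes or over the list alone in edgeR (DESeq2 called 7 lower and 0 higher). The genes of smallest p were Sgk1, a kinase of this pathway (-0.90), the growth factor Vegfa (-0.81), the cell cycle inhibitor Cdkn1a (-2.83) and the oncostatin M receptor Osmr (-3.54). Akt1 had 162 ± 0.829 CPM with 6-gingerol and 152 ± 9.61 CPM with PBS (SD, n = 3 each). The log2 fold changes of the kinases were 0.10 for Akt1, 0.03 for Akt2, -0.12 for Pik3ca, 0.11 for Pik3cb, -0.17 for Pik3cd, -0.19 for Pik3cg and 0.19 for the regulatory subunit Pik3r1, with adjusted p from 0.532 to 0.933 in edgeR; those of Akt1, Akt2 and Pik3cb turned slightly negative when libraries were scaled by their totals.
As a set the list had an adjusted p of 0.168 in camera, and adjusted p = 0.48 with an estimated correlation. Of its genes 6 were among the 802 lower genes at the paper's limits, where 3.10 would be drawn by chance (Fisher's exact test, odds ratio 2.04, adjusted p = 0.177). With only genes of at least 1 CPM in every rat the odds ratio was 2.88 (adjusted p = 0.0467). Phosphorylation of these proteins is not measured by counts.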

To understand the downstream molecular mechanisms of GBP2, we further analyzed transcriptome sequencing data and found the PI3K/AKT pathway had a high functional enrichment score. Western blotting was performed to detect PI3K/AKT signaling in rats of the sham, SAH + PBS, SAH + 6-gingerol and SAH + 6-gingerol + rGBP2 groups. The data showed PI3K/AKT signaling was reduced in SAH + PBS group compared with the sham group (*p* < 0.05 for each), but was increased in the SAH + 6-gingerol group (*p* < 0.05 for each). Furthermore, p-PI3K and p-AKT protein expression was significantly reduced when in the SAH + 6-gingerol + rGBP2 group compared with the SAH + 6-gingerol group (*p* < 0.05 for each, Figures 6A,B). These results indicate that 6-gingerol inhibits GBP2-mediated neuronal apoptosis by activating PI3K/AKT signaling.

**FIGURE 6:**
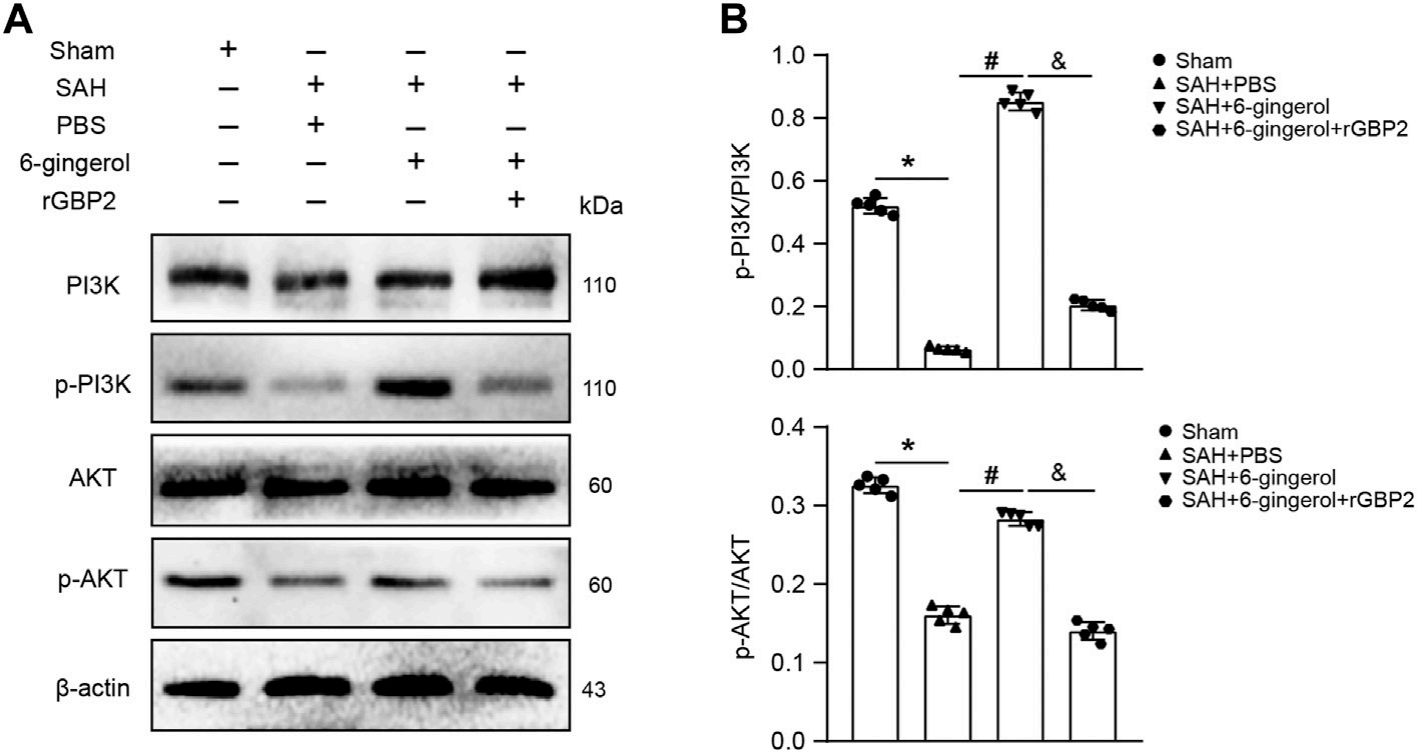
6-gingerol activates the PI3K/AKT pathway to inhibit GBP2-mediated neuronal apoptosis in SAH rats. **(A)** Western blotting analysis of PI3K, p-PI3K, AKT, p-AKT, bax, bcl-2 and caspase 8 protein expression. **(B)** Quantitative western blot, n = 5. One-way ANOVA was used followed by Tukey’s post hoc test. ^*^ *p* < 0.05 vs sham group; ^#^ *p* < 0.05 vs SAH + PBS group; ^&^ *p* < 0.05 vs SAH + 6-gingerol group.

### 6-Gingerol improves neurologic function and reduces brain edema via a GBP2/PI3K/AKT signaling axis post-SAH.

To investigate whether PI3K/AKT signaling is involved in neurologic function post-SAH, we intracerebroventricularly injected LY294002 (a selective inhibitor of PI3K signaling) 30 min prior to SAH induction to inhibit PI3K/AKT signaling. Neurological scores and brain water content detection were performed, and the data revealed that the scores and brain water content of the SAH + 6-gingerol + LY294002 group significantly increased compared with the SAH + 6-gingerol group (*p* < 0.01, *p* < 0.001, respectively, Figures 7A,B). Western blotting analysis revealed that p-PI3K, p-AKT and bcl-2 were down-regulated in the SAH + 6-gingerol + LY294002 group compared with the SAH + 6-gingerol or SAH + 6-gingerol + DMSO groups, while bax and caspase 8 were up-regulated (*p* < 0.05 for each, Figures 7C,D). Collectively, these data indicate that 6-gingerol improves neurologic function and reduces brain edema via a GBP2/PI3K/AKT signaling axis post-SAH.

**FIGURE 7:**
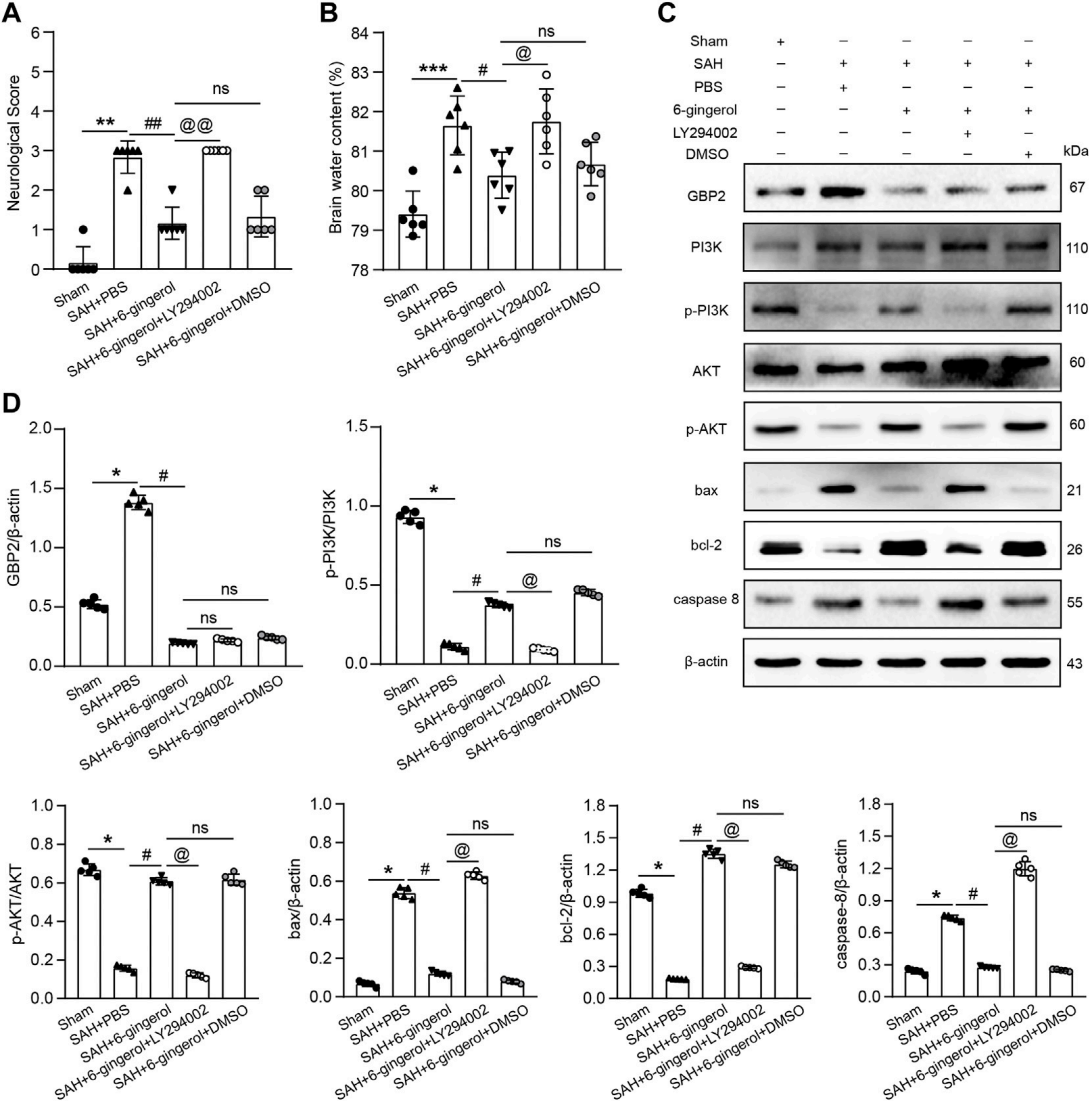
6-gingerol improves neurologic function and reduces brain edema via the GBP2/PI3K/AKT axis in SAH rats. **(A)** Quantitative analysis of neurological scores, n = 6, Mann-Whitney *U* test was used. **(B)** Quantitative analysis of brain water content, n = 6. One-way ANOVA was used followed by Tukey’s post hoc test. **(C)** Immunoblot analysis of GBP2, PI3K, p-PI3K, AKT, p-AKT, bax, bcl-2 and caspase 8 protein expression. **(D)** Quantitative western blot, n = 5. One-way ANOVA was used followed by Tukey’s post hoc test. ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001 vs sham group; ^#^ *p* < 0.05, ^##^ *p* < 0.01 vs SAH + PBS group; ^@^ *p* < 0.05, ^@^ *p* < 0.01 vs SAH + 6-gingerol group; ^ns^ *p* = no significant vs SAH + 6-gingerol group.

## Discussion

The present study found that 6-gingerol exerted a neuroprotective effect on SAH-induced EBI in rats. Specifically, 6-gingerol improved neurological deficits in SAH rats, alleviating brain edema and reducing neuronal apoptosis. Furthermore, we identified that 6-gingerol suppresses SAH-induced neuronal apoptosis by inhibiting GBP2 expression to upregulate the PI3K/AKT pathway, as Figure 8 shows. Taken together, 6-gingerol may act as a candidate preventive or protective drug for SAH-induced EBI.

**FIGURE 8:**
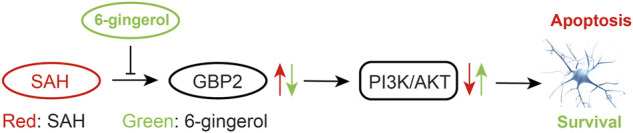
A Schematic representation of signaling pathways showing that 6-gingerol alleviates neuronal apoptosis. GBP2 was up-regulated in SAH, which may promote SAH-induced neuronal apoptosis via inhibition of the PI3K/AKT pathway. However, 6-gingerol can inhibit GBP2-mediated neuronal apoptosis by reactivating the PI3K/AKT signaling post-SAH.

EBI is recognized by most scholars as a critical pathological process of SAH (Macdonald, 2014). Over the past decade, many researchers have focused on the mechanism of EBI and concluded that vasospasm, apoptosis, necrosis, inflammatory, oxidative stress, calcium overload and metabolism of neurons might derive the development of EBI (Fujii et al., 2013). Based on these mechanisms, a wide variety of drugs have been used in research and therapy for EBI post-SAH. However, the results of multicenter randomized control trials have indicated that most drugs are ineffective or inefficient for treating EBI post-SAH (Macdonald et al., 2011; Chen et al., 2020). Therefore, more effective and well-defined drugs are urgently needed to treat EBI post-SAH. Early neuronal apoptosis is the primary and most direct mode of neuronal death post-SAH (Croci et al., 2021) and our study aimed to find molecules that inhibit neuronal apoptosis to improve EBI outcomes.

Natural plant drugs have been frequently used for disease treatment, and in current clinical trials, more than 50% of drugs are synthesized from natural compounds (Sekiwa et al., 2000). Among them, 6-gingerol, which is a major active phenolic compound extracted from ginger, attracted our interest. Previous studies demonstrated 6-gingerol to be a potent anti-tumor agent in a variety kind of tumors, including breast cancer (Luna-Dulcey et al., 2021), gastric cancer (Mansingh et al., 2018), lung cancer (Tsai et al., 2020) and renal cell carcinoma (Xu et al., 2020). Besides, 6-gingerol also exerted therapeutic effects in myocardial ischemia/reperfusion (Lv et al., 2018; Lv et al., 2021), liver (Hong et al., 2020) and cerebral ischemia/reperfusion injuries (Liu et al., 2020; Luo J. et al., 2021). Our study investigated the neuroprotective effects and neurological improvement effects of 6-gingerol on SAH-induced EBI. Initially, we confirmed that SAH rats benefited from the brain-protective effects of 6-gingerol, consistent with previous reports (Liu et al., 2020; Luo Y. et al., 2021). Moreover, 6-gingerol effectively attenuated neuronal apoptosis post-SAH.

To gain insight into the molecular mechanism underlying the 6-gingerol-mediated neuroprotective effect on SAH-induced EBI, we performed RNA-sequencing to compare the transcriptomes of SAH + 6-gingerol rats and control rats. KEGG and GO enrichment analyses results indicated regulation of cell apoptosis and immune response to be the main mechanisms of 6-gingerol in SAH rats. These results are consistent with the main pharmacological effects of 6-gingerol on myocardial ischemia injury and hypoxic-ischemic brain injury (Lv et al., 2018; Kang et al., 2019; Luo J. et al., 2021). We looked into possible direct molecular targets of 6-gingerol from the list of the differentially expressed genes, and found that *GBP2* was one of the lowest expressed genes in the SAH + 6-gingerol treatment group. GBP2, which belongs to the dynamin superfamily of interferon-gamma-inducible large GTPases, is induced by IFN-γ and widely expressed in cells in a variety of organisms (Martínez-Lumbreras et al., 2016). Among the published reports, GBP2 has been shown to be a mediator of tumor (Yu et al., 2020) and intracellular immunity (Ma et al., 2008; Traver et al., 2011; Kotov et al., 2019). More importantly, GBP2 participates in the regulation of traumatic brain injury (Miao et al., 2017; Xiao et al., 2020). As Miao et al. reported, GBP2 protein levels significantly increased after brain injury and overexpression of GBP2 in neuronal cells aggravated neuronal apoptosis, (Miao et al., 2017). Our study found that GBP2 protein expression significantly increased following SAH and reached a peak at 24 h post-SAH, indicating that GBP2 may exert a role in the SAH process. Immunofluorescence staining results showed intense GBP2/NeuN co-localization, which was not evident with either Iba-1 or GFAP, suggesting that GBP2 might affect neurons exclusively post-SAH.

Furthermore, GBP2 expression was significantly reduced in rats of the SAH + 6-gingerol group. However, deterioration of neurologic function and enhancement of cerebral edema were observed in rats of the SAH + 6-gingerol + rGBP2 group. Additionally, compared with the SAH + 6-gingerol group, overexpression of rGBP2 significantly increased neuronal cells apoptosis. These findings indicate that GBP2, which may act as a direct target of 6-gingerol, participates in regulating SAH-induced neuronal apoptosis. KEGG and GO enrichment analyses suggested that 6-gingerol could inhibit SAH-induced inflammation; consistently, the results confirmed that 6-gingerol reduced NF-κB and p38 pathway-mediated inflammation in SAH rats (data not shown). However, GBP2 fail to co-locate with Iba-1 or GFAP, suggesting that GBP2 might not mediate the anti-inflammatory effect of 6-gingerol in SAH rats.

The PI3K/AKT pathway is recognized as a canonical pathway regulating neuronal death and survival in SAH-induced brain injury (Zhu et al., 2018; Peng et al., 2019). Numerous studies have confirmed that inactivation of the PI3K/AKT pathway is apparent in SAH rat models, and that its activation exerts protective properties against neuronal apoptosis post-SAH (Xie et al., 2018; Wu et al., 2020). Consistently, in our study, both PI3K and AKT showed a low level of phosphorylation in SAH rats, which was increased in rats of the SAH + 6-gingerol group, indicating that 6-gingerol re-activated the PI3K/AKT pathway. Moreover, cell apoptosis levels decreased following increased p-PI3K and p-AKT expression. LY294002 (PI3K inhibitor) treatment reversed the effects of 6-gingerol treatment, resulting in increased neuronal apoptosis and neurological deficits. Therefore, 6-gingerol inhibited neuronal apoptosis by activation of the PI3K/AKT pathway in SAH rats. A previous study confirmed that GBP2 induced neuronal apoptosis in traumatic brain injury, and that GBP2 inhibited the PI3K/AKT pathway to induce cell apoptosis in leukemia (Luo Y. et al., 2021). Here, we investigated the relationship between GBP2 and PI3K/AKT signaling in a SAH rat model and found that GBP2 overexpression significantly inhibited the activation the PI3K/AKT pathway in rats of the SAH + 6-gingerol group. Accordingly, cell apoptosis levels increased after GBP2 overexpression in rats of the SAH + 6-gingerol group. Finally, GBP2 expression did not change with the LY294002 treatment. Taken together, the results demonstrate that 6-gingerol activated the PI3K/AKT pathway to inhibit neuronal apoptosis via downregulation of GBP2.

There are several limitations to our study. First, 6-gingerol can exert various neuroprotective effects. However, we evaluated only the neuronal apoptosis without neuroinflammation and oxidative damage. Secondly, only a single dose of 6-gingerol was administered, therefore multiple administrations should also be considered in the future. Finally, Whether GBP2 is the direct target of 6-gingerol remains elusive, and the precise mechanisms should be explored. Therefore, our further studies will focus on these issues.

In summary, our findings demonstrate that 6-gingerol plays a neuroprotective role in SAH rats via suppression of GBP2 expression to activate the PI3K/AKT pathway. 6-gingerol may act as a novel and promising candidate drug against SAH-induced EBI. Besides, GBP2 is also a potential therapeutic target for SAH-induced EBI.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo; GSE201312.

## Supplementary Material

Supplementary Figure S1 Experimental design and animal groups. SAH, subarachnoid hemorrhage; i.p., intraperitoneal; h, hour. PBS, phosphate buffer solution; i.c.v., intracerebroventricular; rGBP2, GBP2 recombinant protein; LY294002, PI3K selective inhibitor.

Supplementary Figure S2 6-gingerol alleviates neuronal apoptosis and microglia activation. **(A)** Representative images for NeuN immunofluorescence staining of brain sections from rats in the sham, SAH + PBS and SAH + 6-gingerol groups. Scale bar = 150 μm. **(B)** Representative images for GFAP immunofluorescence staining of brain sections from rats in the sham, SAH + PBS and SAH + 6-gingerol groups. Scale bar = 150 μm. **(C)** Representative images for Iba-1 immunofluorescence staining of brain sections from rats in the sham, SAH + PBS and SAH + 6-gingerol groups. Scale bar = 150 μm.

## Abbreviations

SAH, subarachnoid hemorrhage; EBI, early brain injury; GBP2, guanylate-binding protein; TUNEL, terminal deoxynucleotidyl transferase dUTP nick end labeling; KEGG, Kyoto Encyclopedia of Genes and Genomes; GO, gene ontology; PBS, phosphate buffered saline; DAPI, 4′,6-diamidino-2-phenylindole.

# Supplementary material for: 6-Gingerol attenuates subarachnoid hemorrhage-induced early brain injury via GBP2/PI3K/AKT pathway in the rat model
**Source:** Front Pharmacol. 2022 Aug 25;13:882121. doi: 10.3389/fphar.2022.882121
**Supplement:** Supplementary file 1

Supplementary Material

Supplementary Table S1. Modeling situation.

**Groups**	**Mortality Rate**	**Excluded**
**Experiment 1**		
Sham	0 (0/16)	0
SAH+PBS	15.79% (3/19)	3
SAH+6-gingerol (5mg/kg)	11.11% (2/18)	2
SAH+6-gingerol (10mg/kg)	15.79% (3/19)	3
**Experiment 2**		
SAH+PBS	25.00% (1/4)	1
SAH+6-gingerol (10mg/kg)	25.00% (1/4)	1
**Experiment 3**		
Sham	0 (0/15)	0
SAH (6, 12, 24, 48, 72h)	10.71% (3/28)	3
SAH+PBS	16.67% (2/12)	2
SAH+6-gingerol (5mg/kg)	16.67% (1/6)	1
SAH+6-gingerol (10mg/kg)	16.67% (2/12)	2
**Experiment 4**		
Sham	0 (0/16)	0
SAH+PBS	15.79% (3/19)	3
SAH+6-gingerol	11.11% (2/18)	2
SAH+6-gingerol+PBS	5.88% (1/17)	1
SAH+6-gingerol+rGBP2	15.79% (3/19)	3
**Experiment 5**		
Sham	0 (0/11)	0
SAH+PBS	21.42% (3/14)	3
SAH+6-gingerol	8.33% (1/12)	1
SAH+6-gingerol+DMSO	15.38% (2/13)	2
SAH+6-gingerol+LY294002	21.43% (3/14)	3

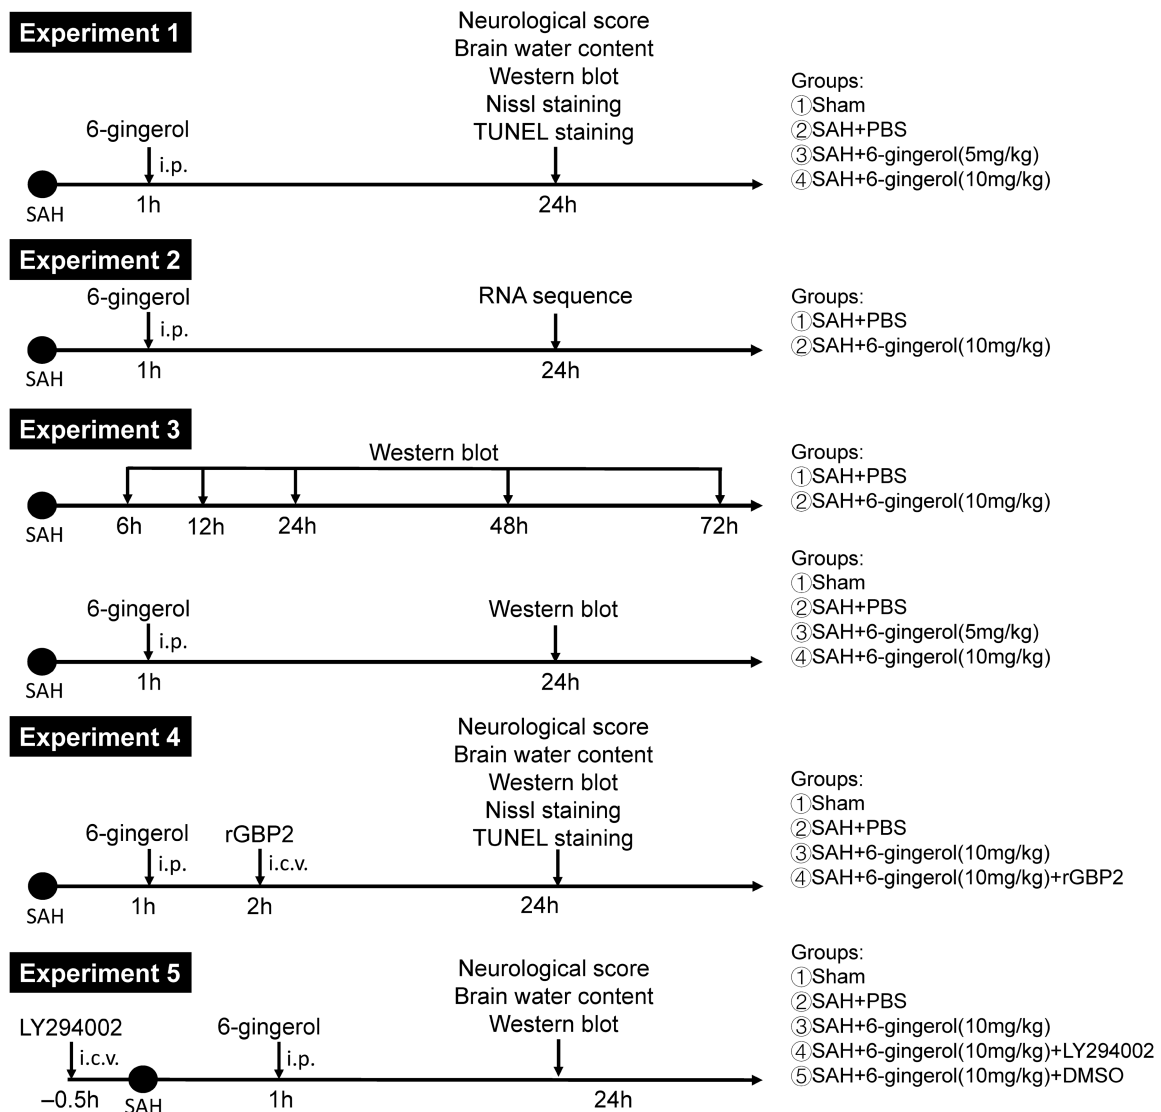

SUPPLEMENTARY FIGURE S1

Experimental design and animal groups. SAH, subarachnoid hemorrhage; i.p., intraperitoneal; h, hour. PBS, phosphate buffer solution; i.c.v., intracerebroventricular; rGBP2, GBP2 recombinant protein; LY294002, PI3K selective inhibitor

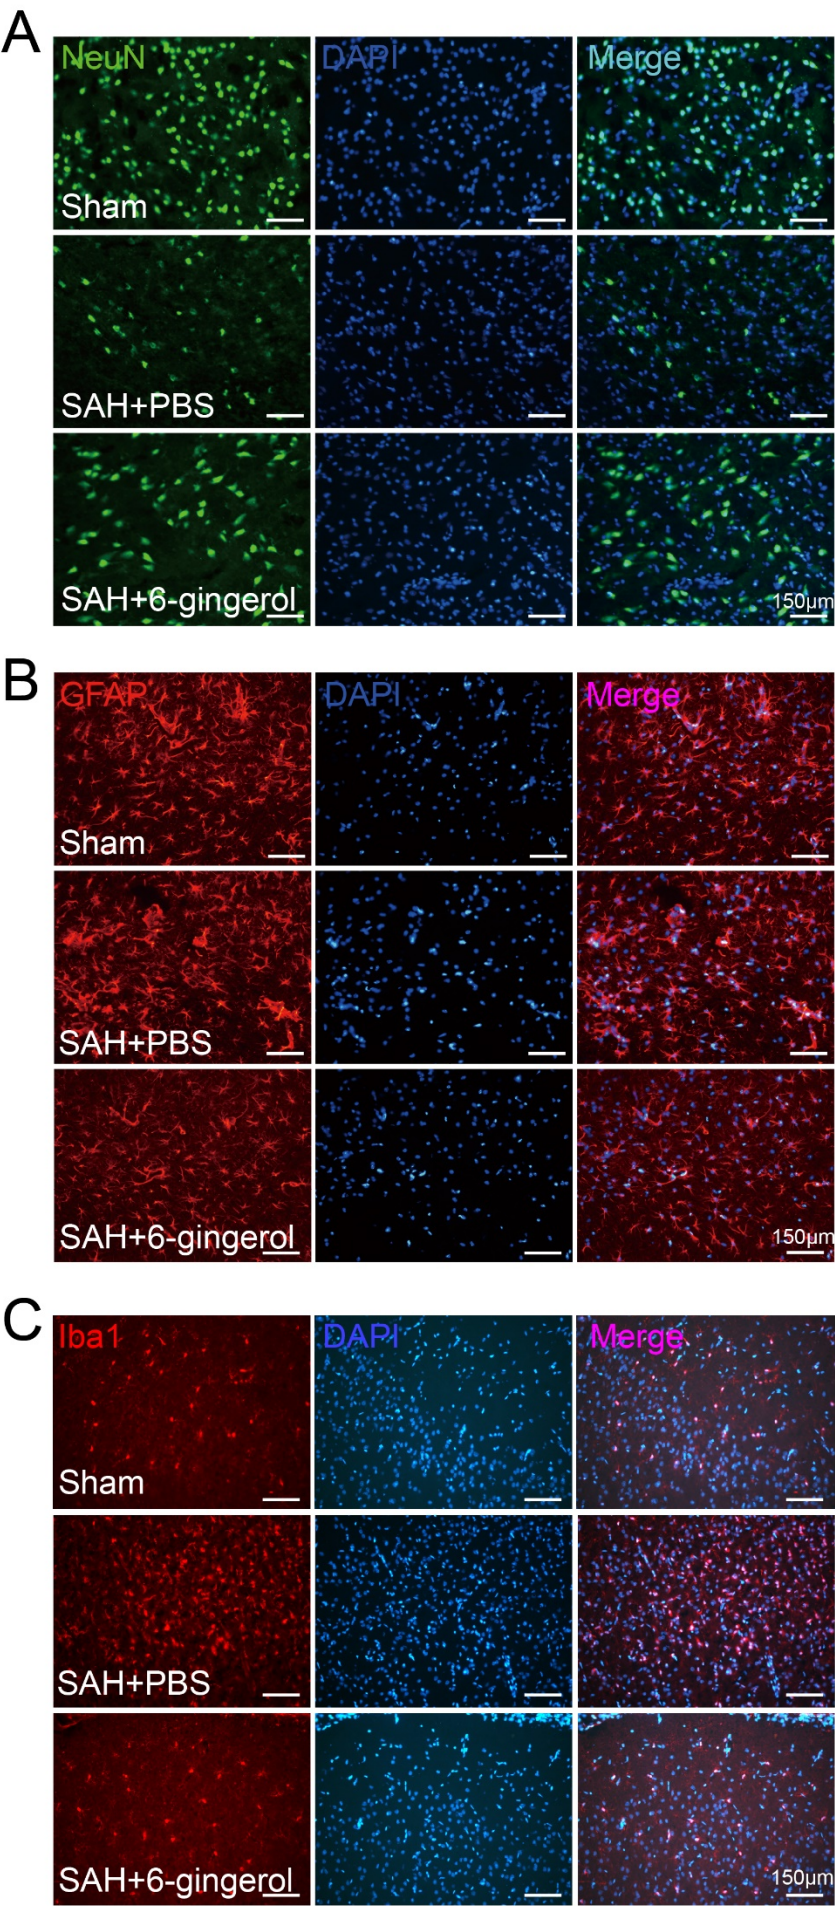

SUPPLEMENTARY FIGURE S2

6-gingerol alleviates neuronal apoptosis and microglia activation. (A) Representative images for NeuN immunofluorescence staining of brain sections from rats in the sham, SAH + PBS and SAH + 6-gingerol groups. Scale bar = 150 μ m. (B) Representative images for GFAP immunofluorescence staining of brain sections from rats in the sham, SAH + PBS and SAH + 6-gingerol groups. Scale bar = 150 μ m. (C) Representative images for Iba-1 immunofluorescence staining of brain sections from rats in the sham, SAH + PBS and SAH + 6-gingerol groups. Scale bar = 150 μ m.

How the deposited data were processed for this re-analysis (not part of the article)

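RNA from the basal temporal lobe of 3 SAH + 6-gingerol rats (10 mg/kg) and 3 SAH + PBS rats was sequenced at 24 h post-SAH, with 1 library per rat and no pooling. Conditions and replicate numbers were taken from the sample labels, which give the treatment of each library in its title. The table columns name the SAH + 6-gingerol libraries Control and the SAH + PBS libraries SAH, and each column was matched to the title that opens with its name. Every column of values was matched to a sample. Groups were compared as labelled.

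The authors deposited a table of counts and a table of FPKM for the same 22396 genes, with Ensembl gene identifiers, positions and symbols. The submitters' processing notes name the build Rnor_6.0, HISAT2 2.1.0, StringTie 1.3.3b and limma 3.32.10 with no roles, the paper's methods name STAR and DESeq2, and the read counter, strand setting and annotation release are not given in the sources used here. Without a stated strand setting, reads of a gene and of its antisense partner cannot be told apart, and reads of near-identical copies may be split between them. The deposited FPKM values are the counts divided by a fixed gene length and by the total, to within 0.0168%. Coordinates are those of the deposited tables. The reference gene table at hand is of another assembly and was not used.

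Total counts ranged from 62762808 to 66761380 with a median of 65545782 in the SAH + 6-gingerol rats, and from 64053899 to 65606360 with a median of 65069522 in the SAH + PBS rats. TMM factors ran from 0.954 to 0.965 and from 1.01 to 1.08. Every pair of libraries differed by far more than counting noise, so none was counted as a repeat of another.

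The main comparison used edgeR 4.0.16 in R 4.3.3, with filterByExpr at its defaults (minimum count 10, minimum total count 15), TMM normalization, glmQLFit and glmQLFTest without a block, and Benjamini-Hochberg adjustment over 17096 genes. Standard errors are the log2 fold change divided by the square root of the F statistic. CPM are TMM-normalized. The fold of a gene listed at 0 in a whole group is a bound against 3 counts over that group, which covers counting error only. Gene lists were written before the data were examined and tested with camera of limma 3.58.1 with a preset correlation of 0.01 and with an estimated one, with fry, and with the 1-sided Fisher's exact test among the lower genes at the paper's limits, over 38 lists with at least 3 measured members. The lists of the paper's heatmap genes were chosen by the study on these samples. The other lists were written from textbook knowledge and the paper's Fig. 3. Some of them hold heatmap genes, such as Gbp2, Gfap, Hspb1 and Mmp9, so they are not fully independent of these samples.

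The genes named are those the paper names, apart from 1 result not reported here, the 10 most changed in each direction at an adjusted p under 0.05 with a mean of at least 1 CPM and no overlap between groups, topped up by the smallest p under the same conditions, the 4 members of smallest p of each list described, and the Gbp family. Other genes named were chosen after their values were seen: Rtkn, Hnrnpab, Ttr, Csf2rb, Fcgr3a, Il4r, Ifitm3, Gpnmb and Tspo. Which lists are described by member was also chosen after their values were seen. In the alternatives a list takes the sign of its median, where a first version took the direction of camera, and the genes followed there were narrowed to those named, both after the results were seen.

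The alternatives set before the data were examined were RLE factors, library totals, DESeq2 1.42.0, limma-voom with and without sample quality weights, no filter and a filter of 1 CPM in every rat, limma on log2(FPKM + 1) and log2(FPKM + 0.1) for genes with FPKM of at least 0.5 in 3 libraries, the former also without a filter, each rat left out, and the replicate number as a block. A pair of alternatives was added after seeing the data. In 1, genes listed at 0 in some libraries while at a median of 100 counts or more in the others were left out, and in the other, gene models with the same symbol were summed.

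The statistics were tested on simulated data, with counts drawn for the real genes from their means, dispersions and library sizes and 200 genes changed per run, over 5 runs. Genes were drawn independently and with the same dispersion in both groups. Neither an outlying rat nor the correlation between genes was therefore simulated. In 4 of these runs without a changed list, 6.28% of edgeR's calls and 34.4% of DESeq2's calls at an adjusted p under 0.05 were of unchanged genes, over at most 16820 genes. These shares depend on the number of genes changed and on the dispersions, which came from edgeR's fit, so they do not carry over to the real calls.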

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

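All tests of explanations in this part were chosen after the results were seen, apart from that of gene length. The 3 genes past the correction in edgeR are ones the paper does not discuss, and each was picked out because it passed in genes outside those the paper reports on. LOC103692166 was at least 1987-fold higher with 6-gingerol, Rmnd5b at least 1040-fold lower, and an Rps27a model had a log2 fold change of -1.82. Leaving out SAH + 6-gingerol replicate 2 or 3 left 0 calls, and leaving out SAH + PBS replicate 2 gave 91 calls.

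LOC103692166 and Rmnd5b belong to a wider pattern of 162 genes listed at 0 in 1 to 5 libraries while at a median of 100 counts or more in the others. Such zeros also fell within groups: Hnrnpab, an abundant RNA-binding protein, had 0, 5126 and 0 counts in the SAH + 6-gingerol rats and 5697, 8655 and 0 in the SAH + PBS rats. Of the genes at 0 in exactly 3 libraries, 5 divided as the groups do, while another split of the rats held as many as 7, and 27.8% of the 162 genes lay within 50 kb of another, against 1.50% of 13885 other well counted genes. This is consistent with reads of some genes not being assigned in some libraries whatever the treatment, and a switch of single genes by 6-gingerol cannot be told apart from it, because the real split holds 5 and the highest other 7. For Rps27a, the models on chromosomes 14 and 5 moved in opposite directions, and their sum had a log2 fold change of -0.32, which is consistent with reads divided differently between copies.

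SAH + PBS replicate 2 stood apart from all other libraries, with Spearman correlations of 0.924 to 0.950 where all other pairs reached at least 0.978. Depth is argued against by its total of 64053899 counts, within the range of the other 5 libraries. A lower share of neurons alone is argued against as well: oligodendrocyte markers had a median of -0.87 against the other SAH + PBS rats, astrocyte markers -0.58, endothelial markers 0.96 and markers of blood-borne and border macrophages 1.64. For gene length, the gap between the shortest and the longest genes was 0.0789 (log2), above the 0.0508 of the largest other library. A small effect of length therefore stays open. The gap was far under the 0.5 set as its mark, so a length effect of that size was not seen. The rule set beforehand counted against length only a gap no larger than that of the other libraries. By that rule the test decides neither way. A stronger injury in this rat, or more vessel and border tissue in its sample, was not tested.

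The lower interferon and reactive astrocyte genes did not rest on that rat: without it the medians were -0.89 and -1.55. Whether the libraries named Control came from rats without haemorrhage cannot be told apart from a treatment effect, since no sham library was analysed here and the red blood cell markers had a median of 0.17 (adjusted p = 0.445 with an estimated correlation). This median was 0.77 without SAH + PBS replicate 2 (camera's adjusted p = 0.00021) and -0.0549 without SAH + 6-gingerol replicate 1 (adjusted p = 0.439), under the mark of 1 either way. The paper's western blot shows lower GBP2 with 6-gingerol in other rats (Figure 4B), as the counts do here, which does not settle the labels. A treatment effect, as the paper proposes, is also open. Markers of striatum (median 0.98), cortex layers (0.54) and choroid plexus and ependyma (-1.98) also passed camera with its preset correlation. Those of hippocampus, thalamus, hypothalamus and olfactory bulb did not. Whether these differences bear on the interferon and astrocyte genes was not tested.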

How the results depend on the processing

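The tests without genes listed at 0 and with gene copies summed were chosen after seeing the data. Where a count or call changed, the cause was not tested, except that leaving out rats or genes reduces what is tested.

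At an adjusted p under 0.05 (3 genes), DESeq2 gave 663, voom with quality weights 147 (weight 0.134 for SAH + PBS replicate 2), log2(FPKM + 0.1) 5, and the stricter filter, the replicate block and the analysis without genes listed at 0 gave 0; leaving out a rat gave 0 to 91, the highest without SAH + PBS replicate 2, and 15 without SAH + PBS replicate 3. At an adjusted p under 0.10 (3 genes), the counts were 1076 with DESeq2, 978 with quality weights, 5 with voom, with log2(FPKM + 0.1) and with unfiltered FPKM, and 0 with the stricter filter, the replicate block and without genes listed at 0; leaving out a rat gave 1 to 273. Higher genes at the paper's limits (125) were 197 with DESeq2, 196 with voom, 201 with quality weights, 61 with the stricter filter, 42 with log2(FPKM + 1) with and without a filter, 82 with log2(FPKM + 0.1), and 83 to 299 with a rat left out. Lower genes (802) were 459 with voom, 463 with the stricter filter, 288 and 284 with log2(FPKM + 1) with and without a filter, 533 with the replicate block, and 422 to 1274 with a rat left out. The median log2 fold change of all genes was -0.03 with TMM, -0.15 with library totals and -0.12 with log2(FPKM + 0.1).

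Replicate numbers did not pair the rats: deviations of same-numbered rats correlated at -0.04, 0.01 and 0.01, and SAH + 6-gingerol replicate 1 correlated best with SAH + PBS replicate 3 (0.03).

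Gbp2 had a negative log2 fold change in all 19 alternatives, from -2.76 to -1.39, and passed the correction in DESeq2 alone (-2.36, adjusted p = 0.00124; range of adjusted p 0.00124 to 0.646). Its place by CPM with 6-gingerol, 626 of 802, was 369 of 459 with voom, 274 of 463 with the stricter filter, 389 of 541 with log2(FPKM + 0.1), 172 of 288 and 172 of 284 with log2(FPKM + 1) with and without a filter, and 356 to 888 with a rat left out (of 422 and 1274); the lists differ in length, so these places are not moves of Gbp2 alone.

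Of 38 lists 25 passed camera, and 24 to 29 in the alternatives that kept its preset correlation; with an estimated correlation, and with fry for 1 direction or for both, 0 passed, so that the calls for apoptosis (-0.58), interferon (-1.24) and inflammatory genes (-2.03) ended with their medians as they were. Enrichment among the lower genes ended for apoptosis with voom (odds ratio 1.86), quality weights (2.58), log2(FPKM + 1) (4.52) and the replicate block (1.60), and ranged over 2.06 to 8.23 with a rat left out. With the stricter filter PI3K/AKT passed (2.88). With lower genes at an adjusted p under 0.05, 0 lists were enriched and the odds ratios of apoptosis, interferon and inflammatory genes were 0, which decides nothing, since this set held 2 genes and neither is in these 3 lists.

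Signs turned in the results below, of which only immediate early genes had passed; of the turned values only that of hypothalamus markers without SAH + 6-gingerol replicate 1 (-1.42) passed (adjusted p = 0.0223). For meningeal fibroblast markers the median was -0.0492 with library totals, -0.26 to 0.52 with a rat left out. For hypothalamus markers the median was -0.0235 with library totals, -0.0413 with voom, -0.15 with log2(FPKM + 1), -0.27 with log2(FPKM + 0.1), -0.0369 with log2(FPKM + 1) unfiltered, -0.30 with the replicate block, -1.42 to 0.46 with a rat left out. For oxidative phosphorylation the median was -0.0781 with library totals, -0.0583 with log2(FPKM + 1), -0.0586 with log2(FPKM + 0.1), -0.0587 with log2(FPKM + 1) unfiltered, -0.0117 to 0.076 with a rat left out. For hippocampus markers the median was 0.20 with voom, 0.0909 with the stricter filter, 0.14 with log2(FPKM + 1), 0.15 with log2(FPKM + 0.1), 0.18 with the replicate block, -0.15 to 0.17 with a rat left out. For microglia markers the median was 0.00512 with quality weights. For endothelial markers the median was 0.15 with quality weights, -0.68 to 0.0439 with a rat left out. For thalamus markers the median was 0.0128 with quality weights, -0.37 to 0.0292 with a rat left out. For red blood cell markers the median was -0.0549 to 0.77 with a rat left out. For mural cell markers the median was -0.00229 to 0.24 with a rat left out. For PI3K/AKT signaling the median was -0.14 to 0.0554 with a rat left out. For immediate early genes the median was -0.90 to 0.21 with a rat left out. For lymphocyte markers the median was -1.18 to 0.0834 with a rat left out. For Ginm1 the log2 fold change was 0.0642 with quality weights. For Akt1 the log2 fold change was -0.0199 with library totals, -0.0177 with log2(FPKM + 1), -0.0179 with log2(FPKM + 0.1), -0.0177 with log2(FPKM + 1) unfiltered. For Pik3cd the log2 fold change was -0.29 to 0.0372 with a rat left out. For Pik3cb the log2 fold change was -0.0117 with library totals, -0.0028 with log2(FPKM + 1), -0.00212 with log2(FPKM + 0.1), -0.0028 with log2(FPKM + 1) unfiltered, -0.0153 to 0.18 with a rat left out. For Zhx2 the log2 fold change was -0.0605 with library totals, -0.0469 with quality weights, -0.0476 with log2(FPKM + 1), -0.0543 with log2(FPKM + 0.1), -0.0476 with log2(FPKM + 1) unfiltered. For Akt2 the log2 fold change was -0.0912 with library totals, -0.10 with log2(FPKM + 1), -0.11 with log2(FPKM + 0.1), -0.10 with log2(FPKM + 1) unfiltered, -0.17 to 0.13 with a rat left out.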

Differences from the paper's values

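The ranking of Gbp2 within the heatmap genes was chosen after the result was seen. At its limits of p under 0.05 and more than 2-fold, the paper reports 566 genes, 305 higher and 261 lower with 6-gingerol. The values here were 927 genes, 125 higher and 802 lower. Of the alternatives set before the data were examined, the total lay within 1.5 times of the paper's with voom (655), the stricter filter (524), log2(FPKM + 0.1) (623), the replicate block (681) and without SAH + 6-gingerol replicate 1 (635), 2 (624) or 3 (618) or SAH + PBS replicate 2 (560), and not with the others. The lower count did so with log2(FPKM + 1) with and without a filter (288 and 284), and the higher count without SAH + PBS replicate 3 (299). No alternative brought all 3 counts within 1.5 times. DESeq2, which the paper's methods name, gave 1282 genes, 197 higher and 1085 lower. With its adjusted p under 0.10, a level those methods also name, and the fold limit it gave 81 higher and 591 lower.

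The paper places GBP2 lowest in expression among the lower genes in its Results, and among the lowest expressed genes in its Discussion. Here 625 of 802 lower genes had a lower mean CPM with 6-gingerol, and among the 10 lower genes of the heatmap Gbp2 was number 7 by CPM and number 9 by log2 fold change. All 10 of those genes were lower here, as in Fig. 3B.

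Of the 10 genes the heatmap shows as higher, 6 had a positive log2 fold change here: Defb1 (2.81), Cdhr1 (2.60), Trim54 (1.85), Map2 (0.94), Ckap5 (0.24) and Zhx2 (0.06). The other 4 had negative values: Cd86 (-2.55), Hps5 (-0.65), Ginm1 (-0.57) and Hspa2 (-0.44). Without SAH + PBS replicate 2, which had the highest CPM of each, the values of Cd86, Hps5, Ginm1 and Hspa2 were -0.89, -0.46, -0.00431 and -0.0666. None of the 4 passed an adjusted p under 0.05 in edgeR, DESeq2 called Cd86 lower (-2.54, adjusted p = 0.0293), and Ginm1 was 0.06 with voom and quality weights.

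The paper names the PI3K/AKT pathway as enriched, from pathway sets tested with DAVID. The list of 66 genes used here is another set, so the results are not directly comparable. Its genes did not pass as enriched among the lower genes (odds ratio 2.04, adjusted p = 0.177), except with the stricter filter (2.88, adjusted p = 0.0467).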

Other observations

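The tests over splits at an adjusted p under 0.05 and at the paper's limits were chosen after the result was seen, as were the lists described by member. Besides the immune genes, most measured stress and injury genes had lower counts with 6-gingerol, in lists that passed camera with its preset correlation only. All 19 genes of reactive astrocytes had a negative log2 fold change (median -2.73, camera's adjusted p = 1.9e-14; adjusted p = 0.346 with an estimated correlation), and 17 were lower adjusted over the list alone, among them Hspb1, a small heat shock protein (5.00 ± 0.326 against 295 ± 300 CPM, SD, n = 3 each), the iron carrier binder Lcn2 (-6.08) and Fabp7 (-1.08). All 29 genes of heat shock and unfolded proteins did so too (median -0.82, adjusted p = 3.1e-14, 14 adjusted over the list alone; adjusted p = 0.361 with an estimated correlation), with Hspa1a (-6.73), Hspe1 (-1.71) and Chordc1 (-0.82). Of 33 heme, iron and antioxidant genes 27 had a negative value (median -0.70, adjusted p = 9.4e-07, and 0.433 with an estimated correlation; 6 adjusted over the list alone), with Hmox1, the enzyme that breaks down heme (-4.86), Mt2A (-3.27), Slc11a1 (-2.30) and Cp (-2.73). Of 44 extracellular matrix and protease genes 41 did (median -1.12, adjusted p = 5.3e-07, and 0.445 with an estimated correlation; none adjusted over the list alone), with Timp1 (-6.08), Adamts1 (-3.77), Cd44 (-3.59) and Mmp9 (-3.91). Without SAH + PBS replicate 2 the medians of these lists were -1.55, -0.60, -0.22 and -0.26.

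Markers of some cell types and regions differed between the groups, again with the preset correlation only. Of 22 neuron markers 21 had a positive log2 fold change (median 0.54, adjusted p = 4e-09, and 0.357 with an estimated correlation; none adjusted over the list alone), such as Slc17a7 (0.74), Tubb3 (0.63), Snap25 (0.59) and Stmn2 (0.55). All 13 striatum markers did (median 0.98, adjusted p = 1.6e-07, and 0.346 with an estimated correlation; 5 adjusted over the list alone), such as Ppp1r1b (0.98), Penk (1.15), Drd1 (0.80) and Isl1 (1.07 against 0.0196 CPM). All 16 choroid plexus and ependyma markers had a negative value (median -1.98, adjusted p = 3.9e-07, and 0.346 with an estimated correlation; 10 adjusted over the list alone), such as F5 (-5.13), Clic6 (-4.58), Kcne2 (-1.72) and Aqp1 (-1.41). Ttr, the main transcript of choroid plexus, had 3.51, 0.435 and 0.602 CPM in the SAH + 6-gingerol rats and 1048, 0.610 and 300.4 CPM in SAH + PBS replicates 1, 2 and 3.

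The other lists that passed camera had medians of -0.45 (ribosomal proteins), -1.35 and -2.23 (A1 and A2 panels of reactive astrocytes), -0.80 (blood-borne and border macrophages), -2.01 (neutrophils), -0.63 (p53 targets), -0.38 (cell division) and -0.55 (immediate early genes), and of 0.54 (cortex layers), 0.48 (oligodendrocytes), 0.32 (astrocytes) and 0.35 (oligodendrocyte precursors). None passed with an estimated correlation, where the smallest adjusted p was 0.346. The calls ended without SAH + PBS replicate 2 for oligodendrocytes (0.24, camera's adjusted p = 0.0598), astrocytes (0.089, adjusted p = 0.196), oligodendrocyte precursors (0.18, adjusted p = 0.0814) and immediate early genes (0.21, adjusted p = 0.156), and the A1 and A2 panels had medians of -0.52 and -0.86. The paper's heatmap lists had medians of -2.79 (lower, passed) and 0.15 (higher, adjusted p = 0.0626). Those that did not pass had medians of -0.17 (microglia), 0.17 (red blood cells), 0.30 (olfactory bulb), 0.08 (meningeal fibroblasts), -1.29 (lymphocytes), -0.42 (endothelium), 0.04 (oxidative phosphorylation), 0.14 (mural cells), -0.22 (thalamus), 0.09 (hypothalamus) and -0.02 (hippocampus).

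The paper measured Bax, Bcl-2 and caspase 8 as proteins, and neurons, astrocytes and microglia by staining, in other rats. As mRNA here, the log2 fold change was -0.60 for Bax, 0.17 for Bcl2 and -1.26 for Casp8, 0.53 for Rbfox3, which encodes the neuronal marker NeuN, and -0.39 for Aif1, which encodes the microglial marker Iba-1, with adjusted p from 0.347 to 0.693 in edgeR. Bax, Casp8 and Aif1 were lower and Rbfox3 higher in each SAH + 6-gingerol rat than in any SAH + PBS rat. Such a lack of overlap was seen for 27.2% of all tested genes, so it is not particular to these. With a rat left out the values ran from -0.80 to -0.31 for Bax, -1.52 to -0.79 for Casp8 and -0.42 to -0.36 for Aif1. They ran from 0.32 to 0.66 for Rbfox3 and from 0.11 to 0.26 for Bcl2. For astrocytes the paper reports no difference in number among its groups. Gfap mRNA had a log2 fold change of -2.75 here (adjusted p = 0.289 in edgeR), while the 16 astrocyte markers had a median of 0.32. Neither value is a number of cells.

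Without SAH + PBS replicate 2, 91 genes passed the correction in edgeR, of which 8 are among those listed at 0 in some libraries. Timp1 (-3.19), Hspb1 (-4.65), Gfap (-2.32), C1qc (-1.66), C1qb (-1.58), Fcgr3a (-2.38), Gpnmb (-2.81), Csf2rb (-4.16) and Tspo (-2.35) fell, and Trim54 (1.35) and Camk4 (1.22) rose. This setting was set before the data were examined, and these genes were chosen after their values were seen.

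Of the 10 ways to split the 6 rats into 3 and 3, too few for a share under 0.05, 3 gave at least the real count of 3 genes at an adjusted p under 0.05 in edgeR, with up to 5 in another split, and likewise 3 at an adjusted p under 0.10, with up to 5. At the paper's limits 1 split, the real one, reached 927 genes, and the highest other was 395. For lists past camera the real split had 25 and the highest other 24, while at least 16 passed in every split, and for lists enriched among the lower genes 18 against 10, with 1 split as large in each case. With DESeq2 the real split gave 663 genes at an adjusted p under 0.05 and the highest other 114, also with 1 split as large. The tests over splits of lists, of DESeq2 and at an adjusted p under 0.10 were set before their results were seen.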
